# Genome-wide analysis of the *WRKY* gene family in the cucumber genome and transcriptome-wide identification of WRKY transcription factors that respond to biotic and abiotic stresses

**DOI:** 10.1186/s12870-020-02625-8

**Published:** 2020-09-25

**Authors:** Chunhua Chen, Xueqian Chen, Jing Han, Wenli Lu, Zhonghai Ren

**Keywords:** Cucumber, WRKY, Abiotic stress, Biotic stress, Expression profiling

## Abstract

**Background:**

Cucumber (*Cucumis sativus* L.) is an economically important vegetable crop species. However, it is susceptible to various abiotic and biotic stresses. WRKY transcription factors play important roles in plant growth and development, particularly in the plant response to biotic and abiotic stresses. However, little is known about the expression pattern of *WRKY* genes under different stresses in cucumber.

**Results:**

In the present study, an analysis of the new assembly of the cucumber genome (v3.0) allowed the identification of 61 cucumber *WRKY* genes. Phylogenetic and synteny analyses were performed using related species to investigate the evolution of the cucumber *WRKY* genes. The 61 *CsWRKYs* were classified into three main groups, within which the gene structure and motif compositions were conserved. Tissue expression profiles of the *WRKY* genes demonstrated that 24 *CsWRKY* genes showed constitutive expression (FPKM > 1 in all samples), and some *WRKY* genes showed organ-specific expression, suggesting that these *WRKYs* might be important for plant growth and organ development in cucumber. Importantly, analysis of the *CsWRKY* gene expression patterns revealed that five *CsWRKY* genes strongly responded to both salt and heat stresses, 12 genes were observed to be expressed in response to infection from downy mildew and powdery mildew, and three *CsWRKY* genes simultaneously responded to all treatments analysed. Some *CsWRKY* genes were observed to be induced/repressed at different times after abiotic or biotic stress treatment, demonstrating that cucumber *WRKY* genes might play different roles during different stress responses and that their expression patterns vary in response to stresses.

**Conclusions:**

Sixty-one *WRKY* genes were identified in cucumber, and insight into their classification, evolution, and expression patterns was gained in this study. Responses to different abiotic and biotic stresses in cucumber were also investigated. Our results provide a better understanding of the function of *CsWRKY* genes in improving abiotic and biotic stress resistance in cucumber.

## Background

Throughout their lifecycle, plants frequently encounter many different types of stresses that severely prevent them from reaching optimal growth and that may have a great impact on yield production [1–4]. Some of these stresses are abiotic stress factors such as temperature, drought, salt, and heavy metal stress. By contrast, biotic stress factors involve the interaction of plants with insect, nematode, viral, bacterial, fungal, or oomycete origins that use the plant as a food source [2, 5]. To withstand or cope with these different stresses, plants have evolved a series of adjustment mechanisms including a broad regulation of numerous genes to mediate plant physiological and biochemical processes [6, 7]. Therefore, the study of genes involved in these mechanisms is important for the development of biotechnological tools to enhance desirable agronomic traits, such as plant growth and productivity. Transcription factors (TFs), including members of the AP2/ERF, NAC, MYB, and WRKY families, participate in plant tolerance against abiotic and biotic stresses by modulating the expression of defence-related genes [8–14].

The *WRKY* gene family is one of the largest and most extensively studied TF families in higher plants [15]. Since the first *WRKY* gene was cloned in sweet potato, the identification of *WRKY* genes has been performed in various plant species, including *Arabidopsis thaliana* (72) [16], *Oryza sativa* (103) [17], *Zea mays* (120) [18], and *Solanum lycopersicum* (81) [19]. WRKY TFs share a conserved DNA-binding domain that contains a highly conserved WRKYGQK heptapeptide followed by a C2H2- or C2HC-type zinc finger motif [15, 20]. WRKY TFs function by recognizing and binding W-box *cis*-elements (TTGACC/T) of target genes, and both the heptapetide sequence and zinc finger motif are required for this high binding activity [15, 21, 22]. Based on the number of WRKY domains and the type of zinc fingers, WRKY TFs can be classified into three phylogenetically distinct groups: Group I WRKYs, which have two WRKY domains; Group II WRKYs, which have one WRKY domain, while both group I and II WRKYs contain one C2H2-type zinc finger motif (C-X4–5-C-X22–23-H-X1-H); and Group III members, which feature one WRKY domain and a C2HC-type motif (C-X7-C-X23-H-X1-C). Moreover, Group II is further divided into five subgroups (IIa-IIe) based on phylogenetic analyses [23–25].

WRKY TFs have been reported to be involved in many aspects of plant development [25, 26], including senescence [27, 28], trichome development [29], biosynthesis of secondary metabolites [21, 30–32], flowering [33, 34], and seed development and germination [35–37]. Substantial evidence has demonstrated that many *WRKY* genes also participate in various stress responses. For example, the expression of 18 *WRKY* genes was shown to be induced by exposure to salt stress in the roots of Arabidopsis [38]. *WRKY6* and *WRKY42* were identified to participate in the response to low Pi stress by regulating *PHO1* expression [39]. WRKY TFs from Arabidopsis were also shown to regulate the defence response positively and/or negatively against bacterial pathogens [16, 40], fungal pathogens [41–43] and nematodes [44, 45]. The expression levels of 13 *OsWRKY* genes from rice were examined in response to different treatments, including salt, polyethylene glycol (PEG), and cold or heat stresses, and 10 *WRKY* genes were down- or upregulated in response to these abiotic stresses. Moreover, WRKY proteins from tomato (*S. lycopersicum*) [19, 46], *Brassica napus* [47], soybean (*Glycine max*) [48], rice (*O. sativa*) [49, 50], wheat (*Triticum aestivum* L.) [51] and other plant species were shown to play critical roles in the response to various biotic and abiotic stresses.

According to the above mentioned discussion, WRKY TFs may participate in multiple pathways, leading to an array of physiological responses. The elucidation of the evolution and duplicative expansion of *WRKY* genes seems to be related to the diversity of their functions [20, 24]. The evolutionary studies of the *WRKY* gene family and large-scale genome-wide analyses of *WRKY* genes indicated that Group IIa genes, which compose the group with the fewest number of members, were the last to evolve and appear to have originated from Group IIb genes. Furthermore, Group IIa TFs play many important roles in the regulation of biotic and abiotic stress responses [20].

Cucumber (*Cucumis sativus* L.), one of the most economically important vegetable crop species, produces tender fruits that are edible organs [52, 53]. In addition, cucumber is extensively used as a model system in the study of sex determination, vascular biology, and induced defence responses [54]. In cucumber cultivation, yield and quality are frequently affected by different types of biotic and abiotic stresses, leading to a decline in cucumber output. Therefore, the identification of new functional genes for resistance to stresses is gaining considerable interest. Based on the cucumber genome (v1.0), 57 *WRKY* genes were identified, and 23 of them had been shown to be differentially expressed in response to at least one abiotic stress [55]. Low-coverage Sanger sequences and short high-coverage Illumina sequences were used to assemble draft cucumber genomes (v1.0 and v2.0); thus, these genomes are incomplete and of low quality. A high-quality and complete cucumber genome assembly (v3.0) is currently available for use in comparative genomics and genetic research [56]. Here, a new genome-wide identification of cucumber WRKYs was performed by the use of the cucumber (Chinese Long, 9930) genome (v3.0). We identified 61 *WRKY* genes and classified them into three groups. Comprehensive analyses including the gene structures, chromosomal locations, conserved protein domains, and phylogenetic analysis were further performed. The expression profiles of genome-wide *CsWRKY* genes in cucumber plants under different stresses were investigated. Our results will provide valuable clues for future work on the function of WRKYs in cucumber.

## Results

### The cucumber genome contains 61 *WRKY* genes

In a previous study, 57 *WRKY* genes were identified in the cucumber (Chinese long, 9930) genome (v1.0) [55]. Recently, an updated version (v3.0) was released in CuGenDB (http://cucurbitgenomics.org/), and the v1.0 was eliminated. Therefore, we identified cucumber *WRKY* genes in the cucumber genome (v3.0), and 61 *WRKY* genes were identified by a hidden Markov model (HMM) search using the WRKY domain (PF03106). These genes were proven to contain WRKY domains according to Pfam and SMART analysis. Among the previous 57 *WRKY* genes, five (*CsWRKY53*-*CsWRKY57*) were not conclusively mapped to any chromosome on the basis of the cucumber genome (v1.0) [55]; however, all 61 of the *WRKY* genes identified in this study could be mapped onto the chromosomes on the basis of the current version of the cucumber genome (v3.0) (Additional file 1: Fig. S1). There are seven chromosomes in the cucumber genome; the *WRKY* genes were not evenly dispersed across all chromosomes. Chromosome 3 harboured the highest number of *CsWRKY* genes (15, 24.59%), while only five (8.20%) were found on chromosome 5. Except for chromosomes 1 and 4, the number of *WRKY* genes we identified mapped onto every chromosome was at least one more than that in a previous study (Additional file 2: Fig. S2). Based on their order on the chromosomes, the *WRKY* genes identified in this study were renamed *CsWRKY1* to *CsWRKY61* (Additional file 1: Fig. S1), and this nomenclature approach was identical to that used in the previous study. A comparison of the currently known WRKY TFs in the cucumber genomes (Gy14, v1.0; 9930, v2.0 and v3.0) is listed in Additional file 3: Table S1.

For these 61 *WRKY* genes, the length of the coding DNA sequence (CDS) and the protein sequence, the protein molecular weight (MW), and the isoelectric point (pI) were analysed (Table 1 and Additional file 3: Table S1). The largest protein was CsWRKY8, comprising 1118 amino acids (aa), whereas the smallest one was CsWRKY47 (119 aa), corresponding to MWs ranging from 13.95 (CsWRKY47) to 124.59 (CsWRKY8) kDa. The pIs of the WKRYs ranged from 5.11 (CsWRKY10) to 10.08 (CsWRKY54). According to the predicted results of subcellular localization, all these CsWRKY proteins might be localized to the nucleus. The subcellular localization of CsWRKY50 (in this paper named CsWRKY47) [53] could support this claim.

**Table 1:** Features of *WRKY* genes identified in cucumber

Name	Gene ID (V3)	ORF	Intron number	AA	WRKY domain			Group
					Conserved heptapeptide	Zinc-finger type	Domain number	
**CsWRKY1**	**CsaV3_1G002180**	**1773**	**4**	**590**	**WRKYGQK**	**C2H2**	**1**	**II b**
**CsWRKY2**	**CsaV3_1G004720**	**1731**	**4**	**576**	**WRKYGQK/WRKYGQK**	**C2H2**	**2**	**I**
**CsWRKY3**	**CsaV3_1G007870**	**1845**	**3**	**614**	**WRKYGQK**	**C2H2**	**1**	**II b**
**CsWRKY4**	**CsaV3_1G028960**	**1521**	**4**	**506**	**WRKYGQK/WRKYGQK**	**C2H2**	**2**	**I**
**CsWRKY5**	**CsaV3_1G032000**	**849**	**2**	**282**	**WRKYGQK**	**C2H2**	**1**	**II d**
**CsWRKY6**	**CsaV3_1G033110**	**858**	**2**	**285**	**WRKYGQK**	**C2H2**	**1**	**II e**
**CsWRKY7**	**CsaV3_1G037680**	**1242**	**2**	**413**	**WRKYGQK**	**C2H2**	**1**	**II e**
**CsWRKY8**	**CsaV3_1G044520**	**3357**	**6**	**1,118**	**WRKYGQK/WRKYGQK**	**C2H2**	**2**	**I**
**CsWRKY9**	**CsaV3_2G013650**	**1047**	**2**	**348**	**WRKYGQK**	**C2H2**	**1**	**II d**
**CsWRKY10**	**CsaV3_2G017720**	**618**	**2**	**205**	**WRKYGKK**	**C2H2**	**1**	**II c**
**CsWRKY11**	**CsaV3_2G017760**	**741**	**3**	**246**	**WRKYGQK**	**C2H2**	**1**	**II c**
**CsWRKY12**	**CsaV3_2G032460**	**939**	**3**	**312**	**WRKYGQK**	**C2H2**	**1**	**II a**
**CsWRKY13**	**CsaV3_2G032470**	**612**	**3**	**203**	**WRKYGQK**	**C2H2**	**1**	**II a**
**CsWRKY14**	**CsaV3_2G034030**	**681**	**2**	**226**	**WRKYGQK**	**C2**	**1**	**II c**
**CsWRKY15**	**CsaV3_2G035630**	**882**	**2**	**293**	**WRKYGQK**	**C2H2**	**1**	**II d**
**CsWRKY16**	**CsaV3_3G003840**	**2244**	**4**	**747**	**WRKYGQK/WRKYGQK**	**C2H2**	**2**	**I**
**CsWRKY17**	**CsaV3_3G004410**	**1602**	**5**	**533**	**WRKYGQK/WRKYGQK**	**C2H2**	**2**	**I**
**CsWRKY18**	**CsaV3_3G007160**	**660**	**3**	**219**	**WRKYGQK**	**C2H2**	**1**	**II c**
**CsWRKY19**	**CsaV3_3G008170**	**1014**	**2**	**337**	**WRKYGQK**	**C2HC**	**1**	**III**
**CsWRKY20**	**CsaV3_3G008580**	**546**	**1**	**181**	**WRKYGQK**	**C2H2**	**1**	**II c**
**CsWRKY21**	**CsaV3_3G008610**	**1011**	**2**	**336**	**WRKYGQK**	**C2H2**	**1**	**II e**
**CsWRKY22**	**CsaV3_3G015290**	**972**	**2**	**323**	**WRKYGQK**	**C2H2**	**1**	**II c**
**CsWRKY23**	**CsaV3_3G018790**	**1521**	**4**	**506**	**WRKYGQK**	**C2H2**	**1**	**II b**
**CsWRKY24**	**CsaV3_3G021980**	**1101**	**2**	**366**	**WRKYGQK**	**C2HC**	**1**	**III**
**CsWRKY25**	**CsaV3_3G026600**	**999**	**3**	**332**	**WRKYGQK**	**C2H2**	**1**	**II c**
**CsWRKY26**	**CsaV3_3G026920**	**513**	**1**	**170**	**WRKYGQK**	**C2H2**	**1**	**II c**
**CsWRKY27**	**CsaV3_3G033000**	**990**	**1**	**329**	**WRKYGQK**	**C2HC**	**1**	**III**
**CsWRKY28**	**CsaV3_3G033350**	**1431**	**4**	**476**	**WRKYGQK/WRKYGQK**	**C2H2**	**2**	**I**
**CsWRKY29**	**CsaV3_3G035430**	**1419**	**4**	**472**	**WRKYGQK/WRKYGQK**	**C2H2**	**2**	**I**
**CsWRKY30**	**CsaV3_3G047140**	**1053**	**2**	**350**	**WRKYGQK**	**C2H2**	**1**	**II d**
**CsWRKY31**	**CsaV3_4G001260**	**873**	**2**	**290**	**WRKYGQK**	**C2H2**	**1**	**II e**
**CsWRKY32**	**CsaV3_4G003030**	**648**	**1**	**215**	**WRKYGQK**	**C2H2**	**1**	**II c**
**CsWRKY33**	**CsaV3_4G006110**	**810**	**1**	**269**	**WRKYGQK**	**C2H2**	**1**	**II e**
**CsWRKY34**	**CsaV3_4G006120**	**603**	**1**	**200**	**WRKYGQK**	**C2H2**	**1**	**II c**
**CsWRKY35**	**CsaV3_4G006480**	**1068**	**2**	**355**	**WRKYGQK**	**C2HC**	**1**	**III**
**CsWRKY36**	**CsaV3_4G025110**	**840**	**2**	**279**	**WRKYGQK**	**C2H2**	**1**	**II c**
**CsWRKY37**	**CsaV3_4G034570**	**1176**	**2**	**391**	**WRKYGQK**	**C2H2**	**1**	**II d**
**CsWRKY38**	**CsaV3_4G036610**	**981**	**4**	**326**	**WRKYGQK**	**C2H2**	**1**	**II a**
**CsWRKY39**	**CsaV3_5G001010**	**1035**	**2**	**344**	**WRKYGQK**	**C2H2**	**1**	**II e**
**CsWRKY40**	**CsaV3_5G011060**	**639**	**1**	**212**	**WRKYGQK**	**-**	**1**	**III**
**CsWRKY41**	**CsaV3_5G011080**	**849**	**2**	**282**	**WRKYGQK**	**C2HC**	**1**	**III**
**CsWRKY42**	**CsaV3_5G033090**	**1173**	**3**	**390**	**WRKYGQK**	**C2H2**	**1**	**I**
**CsWRKY43**	**CsaV3_5G038330**	**1521**	**3**	**506**	**WRKYGQK/WRKYGQK**	**C2H2**	**2**	**I**
**CsWRKY44**	**CsaV3_6G013820**	**921**	**2**	**306**	**WRKYGQK**	**C2H2**	**1**	**II c**
**CsWRKY45**	**CsaV3_6G018960**	**1287**	**4**	**428**	**WRKYGQK/WRKYGQK**	**C2H2**	**2**	**I**
**CsWRKY46**	**CsaV3_6G028510**	**1359**	**4**	**452**	**WRKYGQK**	**C2H2**	**1**	**II c**
**CsWRKY47**	**CsaV3_6G032100**	**360**	**3**	**119**	**WRKYGKK**	**C2**	**1**	**II c**
**CsWRKY48**	**CsaV3_6G032480**	**921**	**2**	**306**	**WRKYGQK**	**C2H2**	**1**	**II c**
**CsWRKY49**	**CsaV3_6G042200**	**735**	**2**	**244**	**WRKYGQK**	**C2H2**	**1**	**II c**
**CsWRKY50**	**CsaV3_6G042280**	**600**	**2**	**199**	**WRKYGKK**	**C2H2**	**1**	**II c**
**CsWRKY51**	**CsaV3_6G043450**	**885**	**2**	**294**	**WRKYGQK**	**C2H2**	**1**	**II d**
**CsWRKY52**	**CsaV3_6G048830**	**1872**	**5**	**623**	**WRKYGQK**	**C2H2**	**1**	**II b**
**CsWRKY53**	**CsaV3_6G051490**	**786**	**2**	**261**	**WRKYGQK**	**C2H2**	**1**	**II c**
**CsWRKY54**	**CsaV3_6G052610**	**1566**	**2**	**521**	**WRKYGQK**	**C2H2**	**1**	**II e**
**CsWRKY55**	**CsaV3_7G002670**	**1302**	**4**	**433**	**WRKYGQK/WRKYGQK**	**C2H2**	**2**	**I**
**CsWRKY56**	**CsaV3_7G003470**	**1608**	**4**	**535**	**WRKYGQK**	**C2H2**	**1**	**II-b**
**CsWRKY57**	**CsaV3_7G005750**	**897**	**2**	**298**	**WRKYGQK**	**C2H2**	**1**	**II e**
**CsWRKY58**	**CsaV3_7G022650**	**894**	**2**	**297**	**WRKYGQK**	**C2H2**	**1**	**II c**
**CsWRKY59**	**CsaV3_7G025370**	**891**	**2**	**296**	**WRKYGQK**	**C2HC**	**1**	**III**
**CsWRKY60**	**CsaV3_7G027490**	**768**	**3**	**255**	**WRKYGQK**	**C2H2**	**1**	**II d**
**CsWRKY61**	**CsaV3_7G030110**	**729**	**2**	**242**	**WRKYGQK**	**C2H2**	**1**	**II c**

### Multiple sequence alignment, phylogenetic relationship, and classification of CsWRKY proteins

The WRKY domains, which comprise approximately 60 aa, of the newly identified CsWRKYs were first aligned, and seven AtWRKY domains (AtWRKY58, 56, 21, 35, 46, 40, and 6) from each group or subgroup were randomly selected as representatives for analysis. The highly conserved sequence WRKYGQK was found within a total of 58 CsWRKY proteins, while the others (CsWRKY10, CsWRKY47, and CsWRKY50) had a single amino acid substitution: K for Q (Fig. 1 and Table 1).

**Fig. 1:**
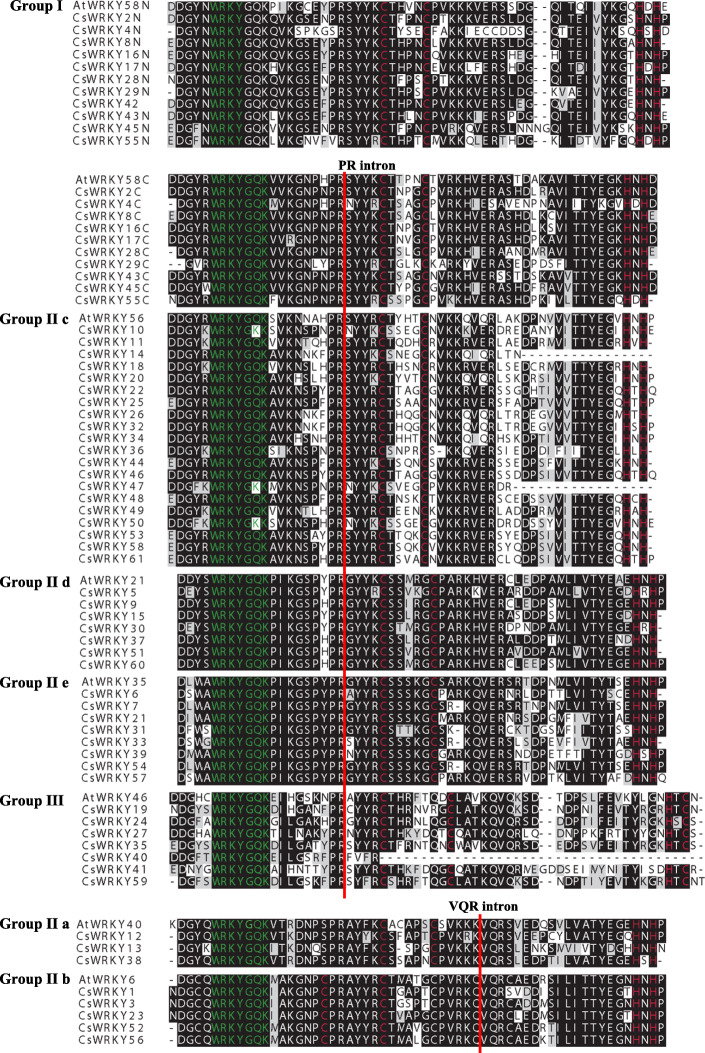
Alignment of 61 cucumber (CsWRKY) and 8 Arabidopsis (AtWRKY) WRKY domain sequences. For Group I WRKY proteins, N-terminal and C-terminal WRKY domains are represented by ‘N’ and ‘C’, respectively. The typical amino acid residues within WRKY domain and zinc-finger motif are in green and red color, respectively. The position of the intron in the genome is indicated by a red line for each WRKY subfamily

A phylogenetic tree was constructed using the neighbour-joining (NJ) method by MEGA 5.0 software with 1000 bootstrap tests and based on multiple alignments of cucumber and Arabidopsis [16] WRKY domain aa sequences (Additional file 4: Table S2). As shown in Fig. 2, cucumber WRKY proteins could be categorized into three large groups (Group I-III) on the basis of the classifications of WRKYs in Arabidopsis [25]. Among the sequences of the 61 CsWRKY proteins, 11 sequences were assigned to Group I, 43 sequences belonged to Group II, and seven were assigned to Group III. In Group I, 10 members contained two WRKY domains (an N-terminal and a C-terminal WRKY domain), whereas CsWRKY42 had lost its C-terminal WRKYGQK-like stretch; these 11 members all harboured C2H2-type zinc finger motifs (C-X4-C-X22–24-H-X-H). The members of Group II contained a WRKY domain and could be further classified into five subgroups (IIa-IIe). Moreover, three members were classed in IIa, which was the group with the smallest number of members; 5, IIb; 20, IIc; 7, IId; and 8, IIe. Although most of the members of Group II had integral C2H2-type zinc finger motifs, partial absence of the zinc finger motif sequence was present in CsWRKY14 and CsWRKY47. Except for CsWRKY40, whose zinc finger motif was almost entirely absent, the CsWRKYs classed in Group III harboured a WRKY domain and contained a C2HC-type zinc finger motif. The ‘leucine-rich repeat’ (LRR) motif, which is a typical domain of resistance (R) proteins and is found in WRKY proteins of some species, such as Arabidopsis and rice, was not observed in the WRKY proteins of cucumber.

**Fig. 2:**
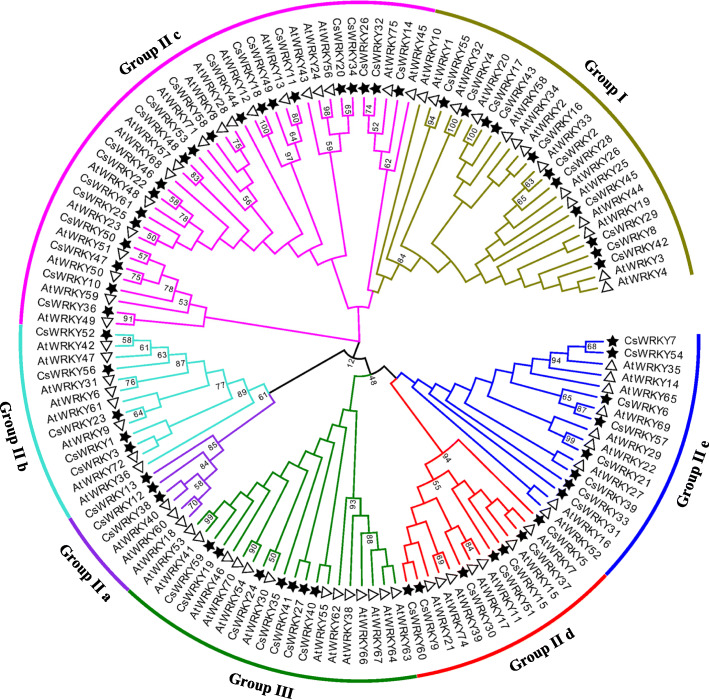
The phylogenetic tree of the total WRKY proteins from cucumber and Arabidopsis. The WRKY domains were used for phylogenetic analysis by MEGA5 software with bootstrap test of 1000 times. The arcs with different color represent 7 subgroups of WRKY proteins. The black solid star and hollow triangle represent WRKY domain from cucumber and Arabidopsis, respectively

The Group IIa *WRKY* genes were found to be the last to evolve, as these genes compose the only group absent from the spike moss *Selaginella moellendorffii* [20]. The *WRKY* gene family members in many species have been identified, and their detailed numbers were listed in Table 2. Thus, we investigated the duplication and diversification of Group IIa *WRKYs* during evolution based on the available *WRKY* IIa genes in different species, including eight dicots (Arabidopsis, castor bean, cucumber, grape, tomato, pear, potato, and poplar) and six monocots (barley, rice, maize, bread wheat, *Brachypodium* and millet). The WRKY domain sequence of these *WRKY* IIa genes was used to construct a phylogenetic tree via MEGA 5.0 (Additional file 5: Table S3).

**Table 2:** Summary of the number of WRKY proteins in diverse plant species

Species	Name	Total	Group							NG	References
			I	IIa	IIb	IIc	IId	IIe	III		
*Ananas comosus*	AcWRKY	54	12	2	7	13	7	5	8	0	[22]
*Arabidopsis thaliana*	AtWRKY	72	13	4	7	18	7	9	14	0	[16]
*Brachypodium distachyon*	BdWRKY	86	15	3	6	21	6	10	23	2	[57]
*Brassica napus*	BnWRKY	300	78	11	34	55	28	30	51	13	[47]
*Cucumis sative*	CsWRKY	61	14	3	5	17	7	8	7	0	This study
*Glycine max*	GmWRKY	188	32	14	33	42	21	20	26	0	[48]
*Gossypium raimondii*	GrWRKY	112	20	7	16	26	16	13	14	0	[58]
*Gossypium arboreum*	GaWRKY	109	19	7	16	26	14	13	14	0	[58]
*Hordeum vulgare*	HvWRKY	45	8	4	1	11	5	3	13	0	[59]
*Manihot esculenta*	MeWRKY	85	17	5	14	20	8	9	12	0	[60]
*Musa acuminate*	MusaWRKY	153	14	7	11	15	15	13	6	72	[61]
*Oryza sativa*	OsWRKY	103a	15	4	8	15	7	11	36	0	[17]
*Populus trichocarpa*	PtrWRKY	100	22	5	9	27	13	13	10	1	[62]
*Pyrus bretschneideri*	PbrWRKY	103	17	6	10	24	15	16	15	0	[63]
*Ricinus communis*	RcWRKY	47	9	3	10	12	3	5	5	0	[64]
*Sesamum indicum*	SiWRKY	71	12	4	11	18	7	8	7	4	[65]
*Solanum lycopersicum*	SlWRKY	81	15	5	8	16	6	17	11	3	[19]
*Solanum tuberosum*	StWRKY	82	14	6	5	16	15	12	14	0	[66]
*Triticum aestivum*	TaWRKY	160	20	16	3	34	17	11	57	2	[51]
*Vitis vinifera*	VvWRKY	72	15	5	7	22	8	8	7	0	[67]
*Zea mays*	ZmWRKY	120b	15	6	8	22	13	16	30	0	[18]

a98 WRKY genes in japonica and 102 in indica rice. bother 10 *ZmWRKY* genes were classied in Group II. *NG no group*

As shown in the phylogenetic tree we constructed, the WRKY IIa proteins were categorized into seven clades (Fig. 3). WRKYs from the phylogenetically closer species clustered together in the same clade. For example, the members of clades 1 and 2 were all from dicots, whereas clades 4–7 contained proteins only from monocots; clade 3 was further divided into two different subclades (clades 3a and 3b) based on members from dicots or monocots, implying that the different evolutionary patterns of Group IIa WRKYs in dicots and monocots may have occurred after their divergence. WRKY members from one species clustered together at most within the three clades, and all the WRKY proteins that divided into three clades were from monocots. For the *WRKYs* from dicots, each of the four species (cucumber, grape, pear, and poplar) contributed at least one gene to clade 1 and clade 2; however, the three species (castor bean, tomato, and potato) clustered specifically within clade 1 or clade 2. These results suggested that numerous evolutionary splits and diversifications of *WRKYs* have occurred among different species.

**Fig. 3:**
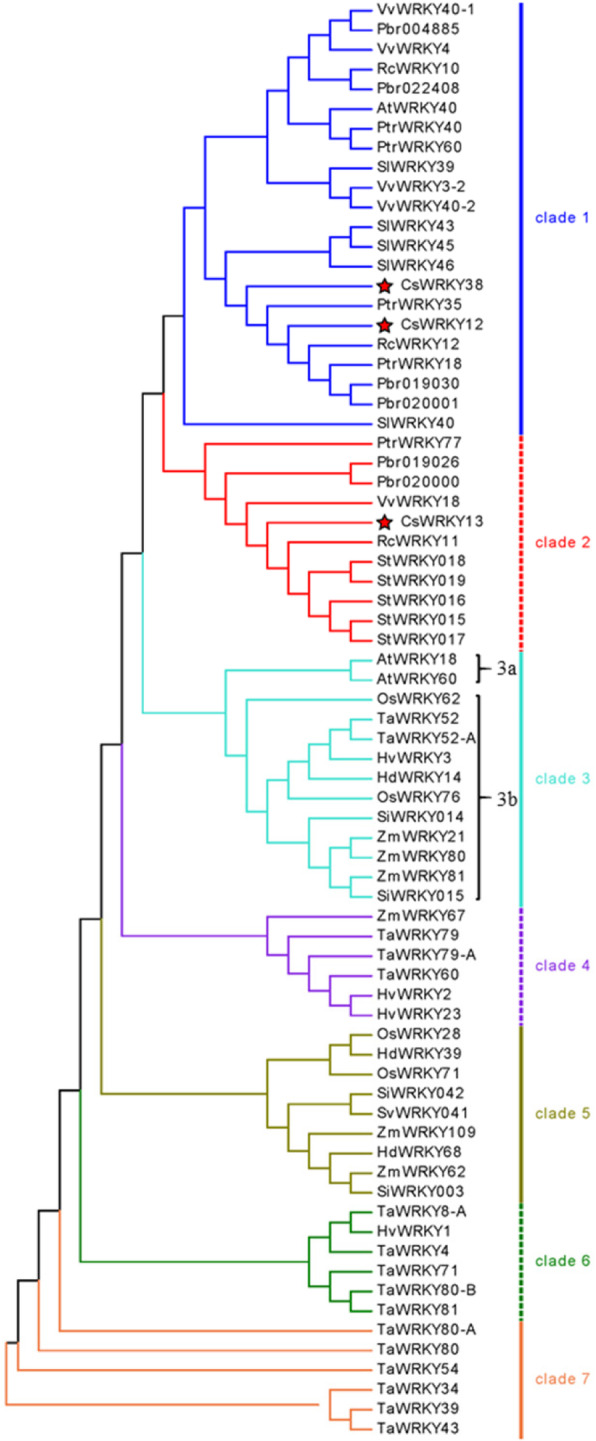
Phylogenetic clustering of group IIa WRKY proteins among fourteen different plant species. The phylogenetic tree was constructed by MEGA 5.0 using the Neighbor-Joining method. The WRKYs are classified into seven main clades with two subclades. The different-colored branch represents different clades. The red solid star indicates group IIa WRKY proteins from cucumber

### Gene structure and motif composition of *CsWRKYs*

Gene structural diversity can reflect the evolution of multigene families [68]. Therefore, we analysed the exon-intron organization within the ORF (open reading fame) sequences of each *CsWRKY* gene (*CsWRKY40*, which lacked a zinc finger motif, was removed) to acquire more insight into the evolution of the WRKY family in cucumber. Previous studies showed that the majority of Populus and soybean WRKY members harboured two to four introns [48, 62]. Consistently, more than 80% of the members of the *CsWRKY* genes contain two to four introns (seven with one intron, 29 with two introns, 10 with three introns, 12 with four introns, two with five introns, and one with six introns) (Fig. 4 and Table 1). As shown in Fig. 4, a greater number of introns were observed in Group I, which varied from three to six. All WRKY domains typically contain an intron, and the position of this intron is extremely highly conserved [57]. We found that all *CsWRKYs* contained an intron in their WRKY domains. This intron within the Groups I (the C-terminal WRKY domain), IIc, IId, IIe, and III *WRKY* genes had the same location, which was after the codons for the invariant PR amino acid sequence (PR intron) (Fig. 1). The VQR intron, which occurs before the invariant VQR amino acid sequence, was observed in the Group IIa and IIb genes.

**Fig. 4:**
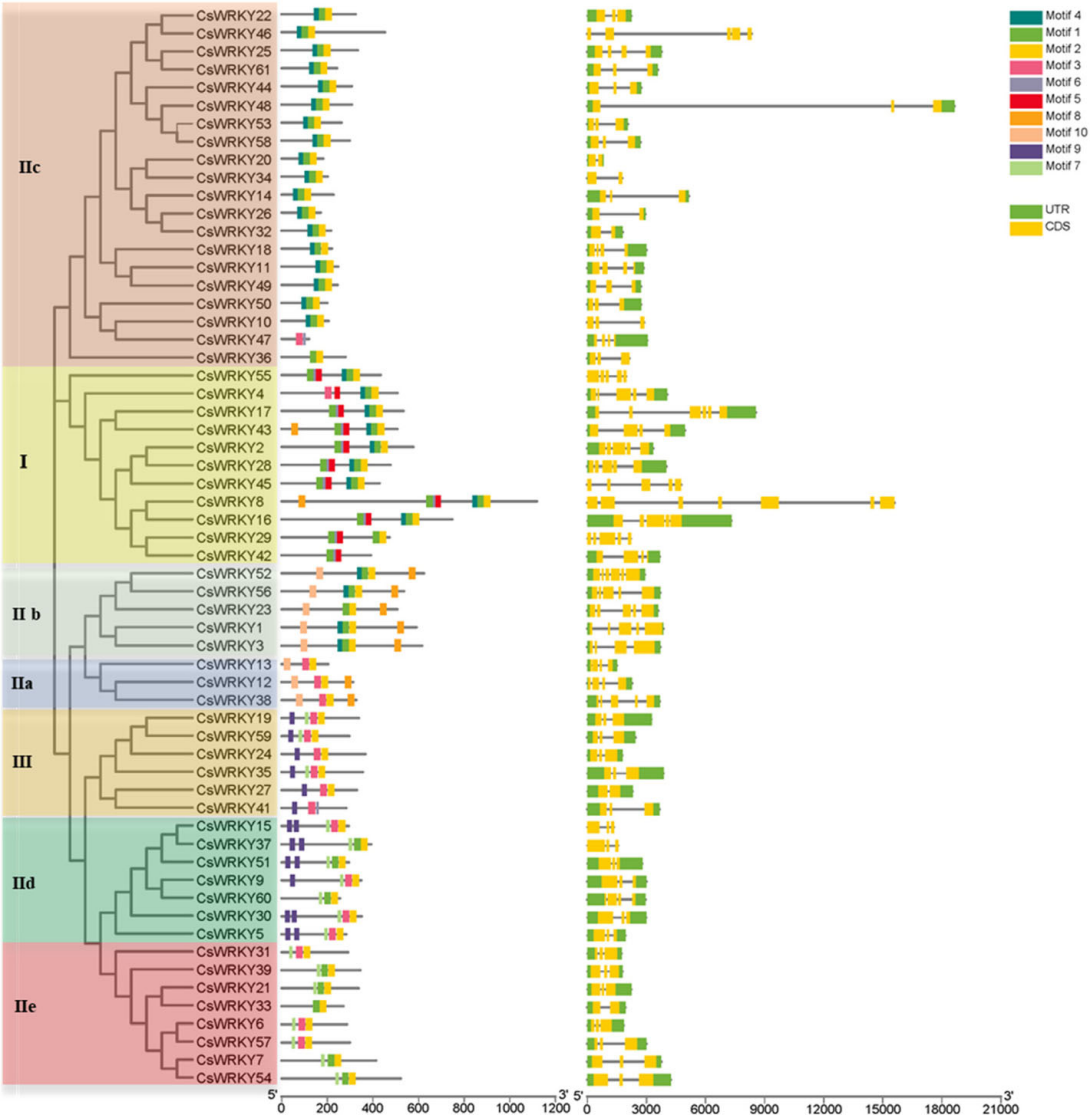
Phylogenetic clustering, conserved protein motifs and gene structure of *CsWRKY* genes. Left panel: the phylogenetic tree was constructed from the WRKY domain sequences of CsWRKY proteins. The different groups and subgroups are shown in different colors. Middle panel: the motifs are represented by different colored boxes. Details of each motif are shown in Additional file 5. Right panel: gene structure of *CsWRKY* transcription factors. Untranslated 5′- and 3′-regions, exons, and introns are indicated by green boxes, yellow boxes, and black lines, respectively

To better understand the conservation and diversification of *CsWRKYs*, the putative motifs of all CsWRKY proteins were predicted by MEME motif analysis. As expected, the CsWRKYs that were categorized into the same group shared highly similar motif compositions (Fig. 4 and Additional file 6: Table S4). For instance, motif 9 was found to be specific to Groups IId and IIe, whereas motif 10 was unique to Groups IIb and IIc; Groups IIe and IIc contained only two or three motifs, while Group IIb harboured 5 motifs. The functions of most of these motifs remain to be elucidated.

Overall, the closely related CsWRKYs in the phylogenetic tree shared similar gene structural and common motif compositions, suggesting that the CsWRKYs within the same group may play similar functional roles.

### Synteny analysis of *CsWRKY* genes

The segmental duplication events occurring in the cucumber WRKY family were investigated by conducting a synteny analysis of the *CsWRKY* genes using BLASTP and MCScanX. As shown in Fig. 5, 14 segmental duplication events involving 25 *WRKY* genes were observed (Additional file 7: Table S5). In contrast, tandem duplication events, which were defined by a chromosomal region within 200 kb containing two or more genes, were not identified for cucumber *WRKY* genes. These results suggested that some *CsWRKYs* were possibly generated by segmental duplication events and that the evolution of *CsWRKY* genes may have been driven, at least in part, by segmental duplication events.

**Fig. 5:**
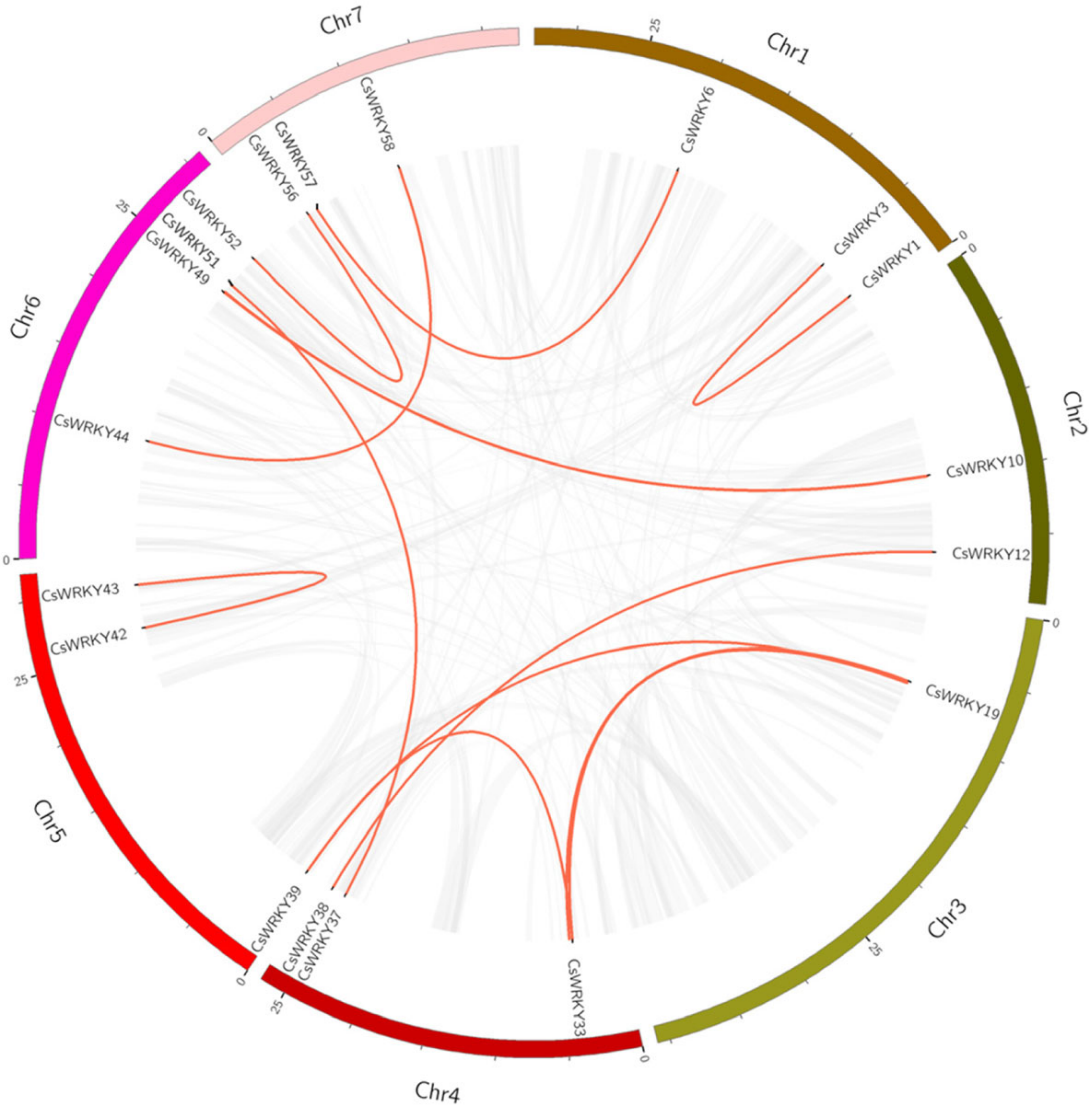
Schematic representations for the interchromosomal relationships of *CsWRKYs*. Gray lines show synteny blocks in the cucumber genome, duplicated *WRKY* gene pairs are connected with red lines

The phylogenetic mechanisms of the cucumber WRKY family were further explored by constructing comparative syntenic maps of cucumber associated with five representative species, including three dicots (Arabidopsis, tomato and watermelon) and two monocots (rice and maize) (Fig. 6). Fifty-two, 29, 27, 9, and 5 *CsWRKY* genes showed syntenic relationships with those in the other five species: watermelon, tomato, Arabidopsis, rice and maize, respectively. A total of 52 *WRKY* collinear gene pairs between cucumber and watermelon were identified, followed by cucumber and Arabidopsis (41), cucumber and tomato (37), cucumber and rice (9), and cucumber and maize (7) (Additional file 8: Table S6). Both cucumber and watermelon belong to the gourd family, and more than 85% of the *CsWRKY* genes showed a syntenic relationship with *WRKY*s in watermelon, and one *CsWRKY* gene was associated with only one syntenic gene pair, indicating that *WRKY* genes in cucumber and watermelon evolved from the same ancient *WRKY* genes. *CsWRKY21* and *CsWRKY28* were found to be associated with two syntenic gene pairs between cucumber and tomato/rice/maize; some *CsWRKY* genes were associated with three collinear gene pairs (between cucumber and tomato/Arabidopsis *WRKY* genes), speculating that these *CsWRKYs* may play an important role in the evolution of the *WRKY* gene family. Importantly, collinear *CsWRKY21* gene pairs were observed between cucumber and all of the other five species, suggesting that this orthologous pair may have formed before the divergence of dicotyledonous and monocotyledonous plants.

**Fig. 6:**
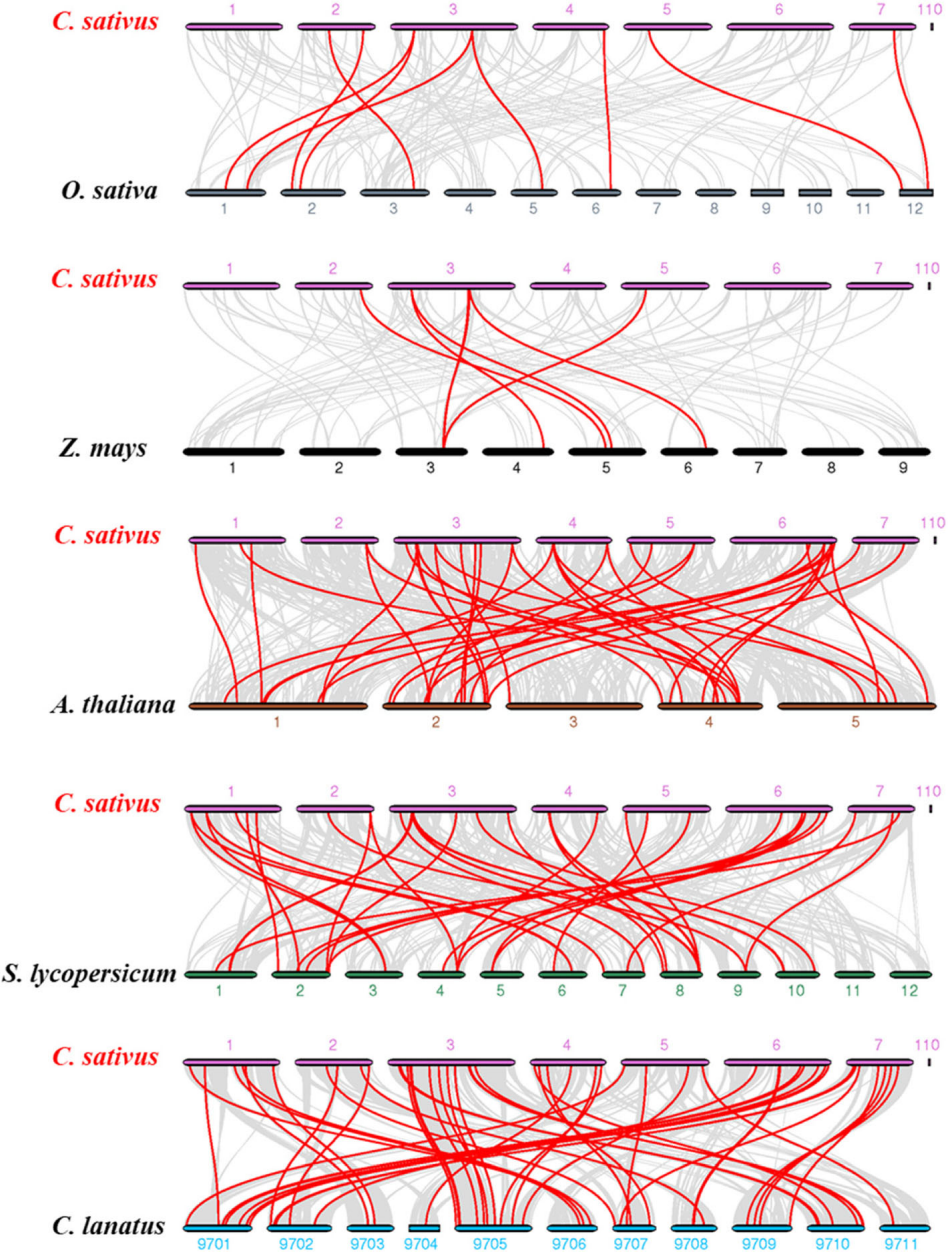
Synteny analysis of *WRKYs* between cucumber and other plant species. The collinear blocks are marked by gray lines, while the collinear gene pairs with *WRKY* genes are highlighted in the red lines. ‘*C. sativus*’, ‘*O. sativa*’, ‘*Z. mays*’, ‘*A. thaliana*’, ‘*S. lycopersicum*’ and ‘*C. lanatus*’ indicate *Cucumis sativus*, *Oryza sativa*, *Zea mays*, *Arabidopsis thaliana*, *Solanum lycopersicum*, and *Citrullus lanatus*, respectively

### *CsWRKYs* expression profiles in different organs

The expression patterns of all 61 *CsWRKYs* were investigated using a standard transcriptome analysis procedure based on public transcriptomic data of different tissues of cucumber, including roots, stems, leaves, female flowers, male flowers, ovaries, expanded unfertilized ovaries, expanded fertilized ovaries, and tendrils [69]. Among the 61 *CsWRKY* genes, 41 *CsWRKYs* were expressed in all detected samples (FPKM> 0), and 24 genes showed constitutive expression (FPKM> 1 in all samples) (Additional file 9: Table S7). Some *CsWRKY* genes showed preferential expression across all tissues tested. Nineteen genes in the roots, two genes in the tendrils (*CsWRKY50*/*59*), and two genes in the female flowers (*CsWRKY48/12*) exhibited the highest transcript levels. The expression analysis of the different fruit developmental stages showed that several genes (*CsWRKY9/40/54*) had higher expression in the ovaries than in the expanded ovaries (fertilized and unfertilized). In addition, the transcript levels of some *CsWRKYs* (such as *CsWRKY19/27/41/57*) decreased in the fertilized expanded ovaries (Fig. 7). These results indicated that these genes may play roles in many aspects of cucumber plant development, including ovary development and fruit fertilization.

**Fig. 7:**
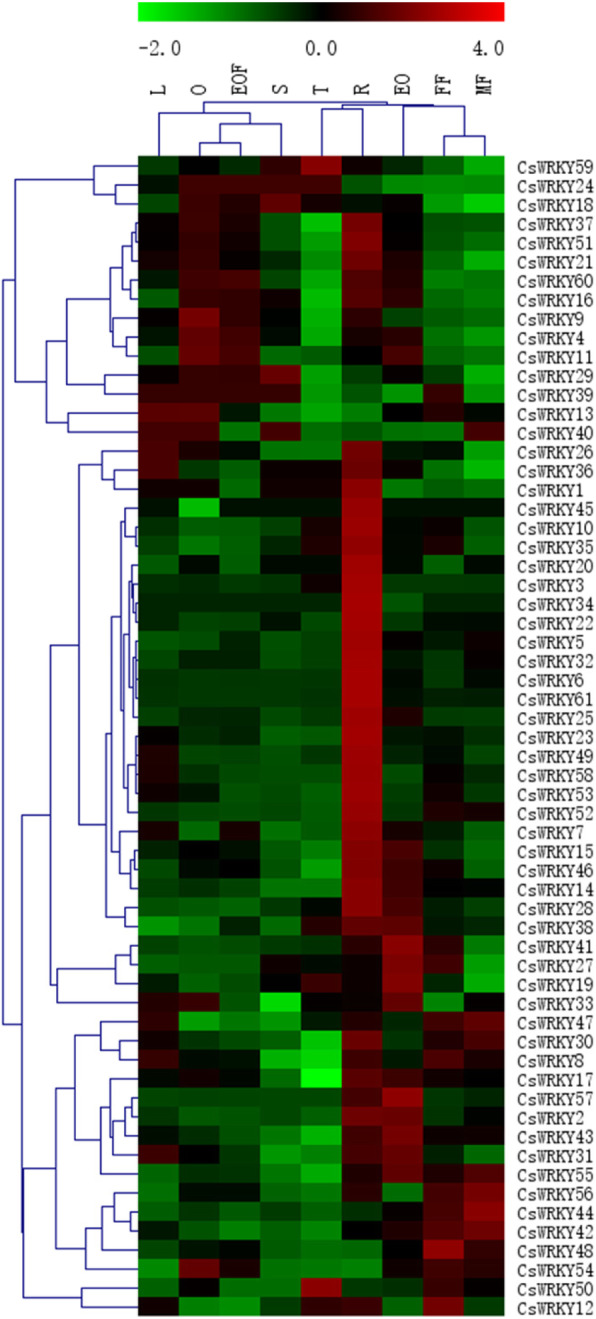
Tissue-specific expression of *WRKY* genes in cucumber. The transcriptional levels of *CsWRKY* genes in nine tissues of cucumber 9930 were investigated based on a public transcriptome data, and only one biological replication was used for each tissue sample [69]. The genome-wide expression of *CsWRKY* genes was shown on a heatmap using FPKM value, and the expression data were gene-wisely normalized by MeV (Multiple Experiment Viewer) software. -2.0 to 4.0 was artificially set with the color scale limits according to the normalized value. The color scale shows increasing expression levels from green to red. L, leaves; O, ovary; EOF, expanded fertilized ovary; S, stem; T, tendril; R, root; EO, expanded unfertilized ovary; FF, female flower; MF, male flower

### Expression patterns of *CsWRKYs* in response to abiotic and biotic stresses

To confirm whether *CsWRKYs* are involved in the response to various stresses, we analysed the comprehensive expression patterns of *CsWRKY* genes under different abiotic and biotic stresses, including salt, heat, downy mildew (DM, *Pseudoperonospora cubensis*) and powdery mildew (PM, *Podosphaera fusca*), based on public transcriptome information [54, 70, 71] and transcriptomic data that we generated.

To investigate the potential functions of *CsWRKYs* in resistance to salt stress, we performed a *CsWRKYs* expression analysis after salt treatment based on public transcriptomic data [70] (Additional file 10: Table S8). We observed that the expression levels of *CsWRKY27, CsWRKY41* and *CsWRKY50* considerably increased in response to salt stress. Moreover, seven genes exhibited the opposite trend with exposure to salt stress (Fig. 8a). Previous studies have shown that Silicon (Si) application can improve plant growth under salt stress [72]. Among the seven genes that were downregulated under salt stress, the expression levels of six genes reverted to normal expression levels, and the DEGs (differentially expressed genes) were all upregulated in response to exogenous Si treatment, implying a potential role of these *WRKY* genes in the Si-based alleviation of salt stress (Fig. 8a). Furthermore, the expression patterns of all 61 *CsWRKY* genes in the transcriptomic data, which were derived from leaves subjected to different heat treatment durations, were investigated in this study (Additional file 10: Table S8). 

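The heat experiment consisted of 9 RNA-seq libraries from leaves of seedlings treated at 42 °C, 3 of them sampled at 0 h (HT0h), 3 after 3 h (HT3h) and 3 after 6 h (HT6h). No leaves kept unheated for 3 h or 6 h are among these samples, so the hour of sampling and the duration of heat go together in every comparison with HT0h. The authors deposited an FPKM value for each of 24880 genes in each library, 24317 of them CsaV3 gene models. FPKM is the number of fragments on a gene divided by the length of the gene and by the sequencing depth. Each value was turned back into a number of fragments through the listed gene length, and 100% of the values gave a whole number within 0.02 of a fragment. The fragments on genes ranged from 19040644 to 19596994 in the HT0h libraries (median 19109367), from 18972139 to 22942239 in HT3h (median 21727781) and from 18996991 to 22598046 in HT6h (median 19035674). The deposited FPKM values were not scaled by each library's own total but by median-of-ratios size factors over all 9 libraries, which lay between 0.901 and 1.15. The aligner, the counting program and the way fragments shared by similar genes were counted are not given in the sources used here. The libraries of a group differed by far more than sampling noise, with a chi-square per degree of freedom between 19.5 and 176.9, and each counted as 1 replicate. Differential expression was tested with limma on log2(FPKM + 0.1), with the 3 time points in 1 fit. A gene was called at a Benjamini-Hochberg adjusted p of 0.05 or less and an absolute log2 fold change of 1 or more. Genes with a mean FPKM of 0.1 or more were tested, 19416 of them over the 7 libraries the paper analysed and 19468 over all 9. A log2 fold change from this fit is the difference of mean log2(FPKM + 0.1), which the added 0.1 draws towards 0 for genes with few fragments. Intervals given for ratios of fragments are exact (Clopper-Pearson) 95% intervals that cover counting error only, and a group with 0 fragments was set to a floor of 3 fragments over the group. The fragments of the other group were then taken as exact. A fold given as at least some value therefore allows for no counting error in that other group.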

Correlation and cluster analyses were used to explore the similarity among the transcriptomes. Two samples (HT3h_2 and HT6h_2) were removed due to their poor uniformity, and the remaining seven samples were used for the following analysis (Additional file 11: Fig. S3). 

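Pearson's r of log2(FPKM + 1) over the 24880 genes was 0.989 or 0.990 between the 3 HT0h libraries. Among the HT3h libraries it was 0.975 between HT3h_1 and HT3h_2, 0.976 between HT3h_1 and HT3h_3, and 0.956 between HT3h_2 and HT3h_3. Among the HT6h libraries it was 0.968 between HT6h_1 and HT6h_2, 0.982 between HT6h_1 and HT6h_3, and 0.954 between HT6h_2 and HT6h_3. The mean r with the other libraries of the group was 0.966 for both HT3h_2 and HT3h_3, while HT6h_2 had 0.961, HT6h_3 0.968 and HT6h_1 0.975. HT3h_2 and HT6h_2 were farther from HT0h than the other heated libraries, with a mean r of 0.901 and 0.896 against values from 0.924 to 0.942. These correlations run across genes, which are not independent replicates. Leaving out the 2 libraries gives 3, 2 and 2 libraries at 0 h, 3 h and 6 h. The choice that moved r most was a restriction to genes with a mean FPKM of 1 or more, under which the mean r of HT3h_2 with its group was 0.926 and that of HT6h_2 was 0.913.

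**Figure D1:**
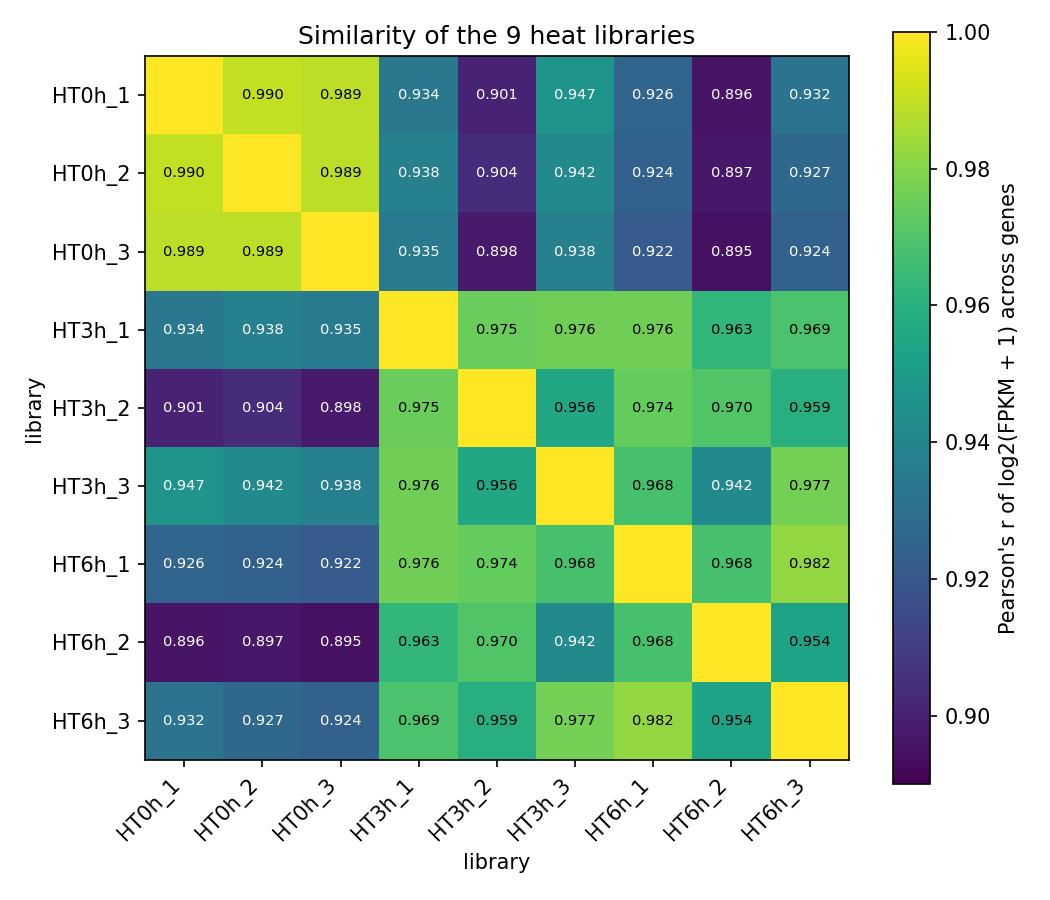
Pearson's r of log2(FPKM + 1) over 24880 genes for each pair of the 9 libraries, with the colour and the printed value giving r. HT0h libraries have r of 0.989 or more with each other, and the lowest values, down to 0.895, lie between HT6h_2 and the HT0h libraries.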

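Of the 61 *CsWRKY* genes, 54 were expressed highly enough to be tested in the 7 libraries HT0h_1, HT0h_2, HT0h_3, HT3h_1, HT3h_3, HT6h_1 and HT6h_3. At 3 h, 11 of them were called, 8 higher and 3 lower than at 0 h. At 6 h, 17 were called, 15 higher and 2 lower, which makes 20 genes at either time. Adjusted over the list alone, 11 and 18 were called at 3 h and 6 h. Over all genes tested, 3555 were called at 3 h, 1945 of them higher, and 4328 at 6 h, 2377 of them higher. The share called was 20.4% of the *CsWRKY* genes and 18.3% of the other genes at 3 h (two-sided Fisher's exact test, p = 0.724), and 31.5% against 22.3% at 6 h (p = 0.138 in the same test). As a set, the *CsWRKY* genes lay above the other genes at 6 h by limma's camera with its preset correlation of 0.01 (Benjamini-Hochberg adjusted p = 0.0226 over 8 sets). Camera with an estimated correlation did not place it there (p = 0.123), and fry, which tests the set against no change and not against the other genes, gave p = 0.000477. At 3 h limma's camera gave p = 0.966 and 0.975 with these correlations, and fry gave p = 0.562. The genes called at both times were *CsWRKY10*, *CsWRKY12*, *CsWRKY41*, *CsWRKY47*, *CsWRKY48*, *CsWRKY50*, *CsWRKY57* and *CsWRKY59*. Called at 3 h alone were *CsWRKY33*, *CsWRKY37* and *CsWRKY51*, and at 6 h alone *CsWRKY5*, *CsWRKY14*, *CsWRKY19*, *CsWRKY27*, *CsWRKY28*, *CsWRKY32*, *CsWRKY36*, *CsWRKY52* and *CsWRKY56*. *CsWRKY12* (CsaV3_2G032460, chromosome 2, 21438787 to 21441053) had 0.435 ± 0.0516 FPKM (SD, n = 3) at 0 h and 1.31 ± 0.0201 (SD, n = 2) at 3 h, a log2 fold change of 1.40 (SE 0.28, limma with Benjamini-Hochberg adjustment, adjusted p = 0.00908). At 6 h it had 15.7 ± 3.44 FPKM (SD, n = 2), a log2 fold change of 4.87 (SE 0.28, limma, adjusted p = 9.33e-05). Its call at 3 h was lost with a pseudocount of 1 and by limma voom on the fragments of the 7 or the 9 libraries, the adjusted p ranging from 0.00294 to 0.0778 over the settings tried, while the call at 6 h was kept under each of them. *CsWRKY32* had 0 fragments in the HT0h libraries and 23 in HT6h_1 and HT6h_3 together. Against the floor of 3 fragments, and with the 23 taken as exact, it was at least 10.1-fold higher at 6 h. Its call at 6 h was lost with a pseudocount of 1. Without HT6h_1 or HT6h_3 its mean fell below 0.1 FPKM, so that it was not tested and not called, and it was called without any 1 of the other 5 libraries. *CsWRKY36* fell from 81 fragments at 0 h to 14 in the same HT6h libraries, a log2 fold change of -2.06 (SE 0.62, limma, adjusted p = 0.0365). Of those 14 fragments, 12 were in HT6h_1. With each library left out in turn the value ranged from -3.01 to -1.12. The call was lost without HT0h_1, HT0h_2, HT0h_3 or HT6h_3, with a pseudocount of 1, and with the replicate number as a block. In the 7 libraries HT0h_2 alone has its replicate number, so the block sets HT0h_2 aside. HT3h_2 and HT6h_2, which the paper left out for their poor uniformity, had 5.15 and 26.2 FPKM of *CsWRKY12*, 0.145 and 0.523 of *CsWRKY32*, and 0.0466 and 0.94 of *CsWRKY36*. With them, 14 *CsWRKY* genes were called at 3 h, 17 at 6 h and 22 at either time, and 14 and 18 when adjusted over the list alone. All 9 libraries gave log2 fold changes of 2.03 and 5.12 for *CsWRKY12*, at least 10.8-fold for *CsWRKY32* at 6 h, and no call for *CsWRKY36* at 6 h (log2 fold change -1.57, limma, adjusted p = 0.159). *CsWRKY9*, *CsWRKY14* and *CsWRKY20* were called at 3 h, and *CsWRKY2* and *CsWRKY33* at 6 h, over the 9 libraries and not over the 7, while *CsWRKY36* and *CsWRKY57* lost their call at 6 h. Over all genes tested, 3977 and 4361 were called from the 9 libraries. At 3 h the alternatives ranged from 6 *CsWRKY* genes called, with a pseudocount of 1, to 17, with array weights over the 9 libraries. At 6 h, 10 were called without HT6h_1.

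**Figure D2:**
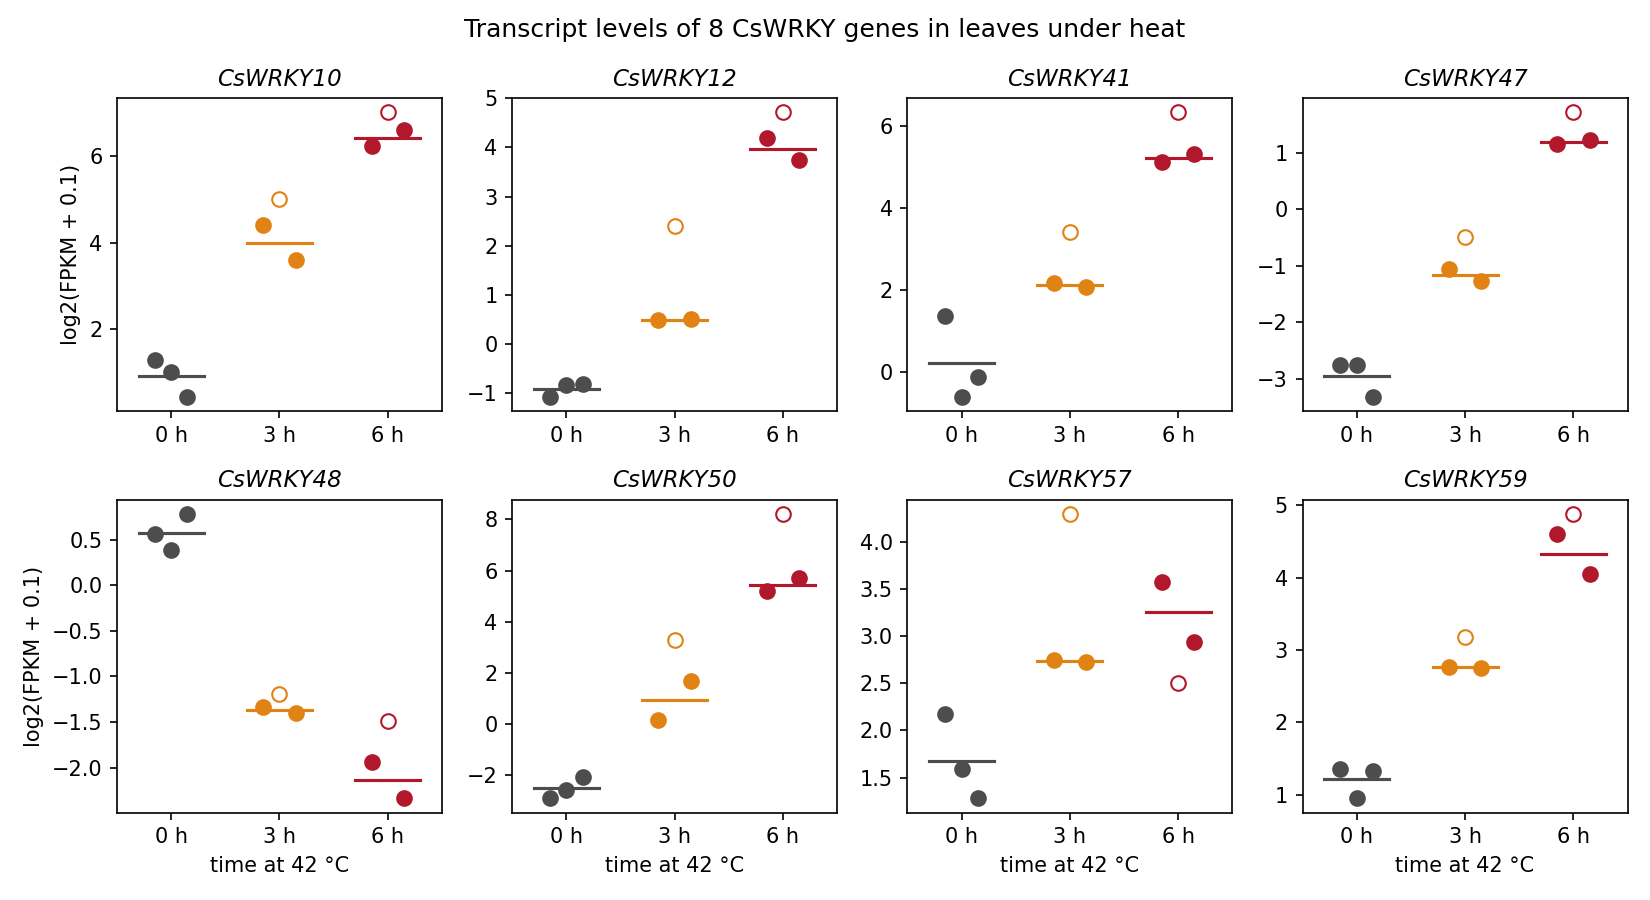
log2(FPKM + 0.1) of the 8 genes called at both 3 h and 6 h, by hours at 42 °C. Filled circles are the 7 libraries of the paper, open circles are HT3h_2 and HT6h_2, and lines are means of the filled circles; in every panel the heated libraries lie on 1 side of the HT0h libraries.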

As shown in Fig. 8b, 21 *CsWRKY* genes were significantly induced/repressed by heat stress. 

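Over the 7 libraries, 44 of the 54 tested *CsWRKY* genes (81.5%) had log2 fold changes of the same sign at 3 h and at 6 h. Both comparisons use the same HT0h libraries, which makes signs match even without any change. In 10000 simulations of unchanged groups against those libraries, a mean of 34.1 genes matched in sign, 95% of the simulations lay between 27 and 41, and 18 reached 44. The simulations drew every gene and library independently. Their ranges are too narrow, here and over the 9 libraries, if genes or libraries vary together. Deviations from the group means correlated at 0.61 between HT3h_3 and HT6h_3, and at 0.00 between HT3h_1 and HT6h_1. Pearson's r between the 3 h and 6 h fold changes was 0.82 across the genes (Spearman's rho 0.76). In part of the simulations the mean r was 0.40, with each gene's fold changes divided by its spread. The observed fold changes were not divided in this way, so the 2 values of r are not directly comparable. Of the 20 genes called at either time, 19 had the same sign at both, and each of the 8 called at both times had the larger fitted change at 6 h. When the 2 times were tested against each other, only *CsWRKY12* and *CsWRKY50* of these 8 were called. The exception in sign was *CsWRKY27* (CsaV3_3G033000, chromosome 3, 28527402 to 28529709). It had 12.5 ± 7.40 FPKM (SD, n = 3) at 0 h, 4.51 ± 0.539 (SD, n = 2) at 3 h and 61.7 ± 2.72 (SD, n = 2) at 6 h. Its log2 fold change was -1.2 at 3 h (SE 0.57, limma, adjusted p = 0.148) and 2.55 at 6 h (SE 0.57, limma, adjusted p = 0.0123). The fall at 3 h was called without HT0h_2, which had 4.15 FPKM against 14.9 in HT0h_1 and 18.4 in HT0h_3 (log2 fold change -1.86, limma, adjusted p = 0.00332, with 0.00332 to 0.831 over the settings tried). Without any 1 of the other 6 libraries it was not called. HT3h_2 and HT6h_2, the libraries left out for poor uniformity, had 16.1 and 134 FPKM of *CsWRKY27*, and all 9 libraries gave -0.59 and 2.92. Over the 9 libraries 44 genes again had the same sign, against a simulated mean of 36.0 (95% between 29 and 42, with 115 of 10000 reaching 44). The correlation of the fold changes was then 0.87 (Spearman's rho 0.84), and the simulated mean, with fold changes again divided by the spread, was 0.50. Of the 22 genes called over the 9 libraries, 20 had the same sign at both times, the exceptions being *CsWRKY27* and *CsWRKY20*. Of the 9 called at both times, 8 had the larger fitted change at 6 h, the exception being *CsWRKY33*. *CsWRKY57*, then called at 3 h alone, changed by 1.58 at 3 h and 1.33 at 6 h.

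**Figure D3:**
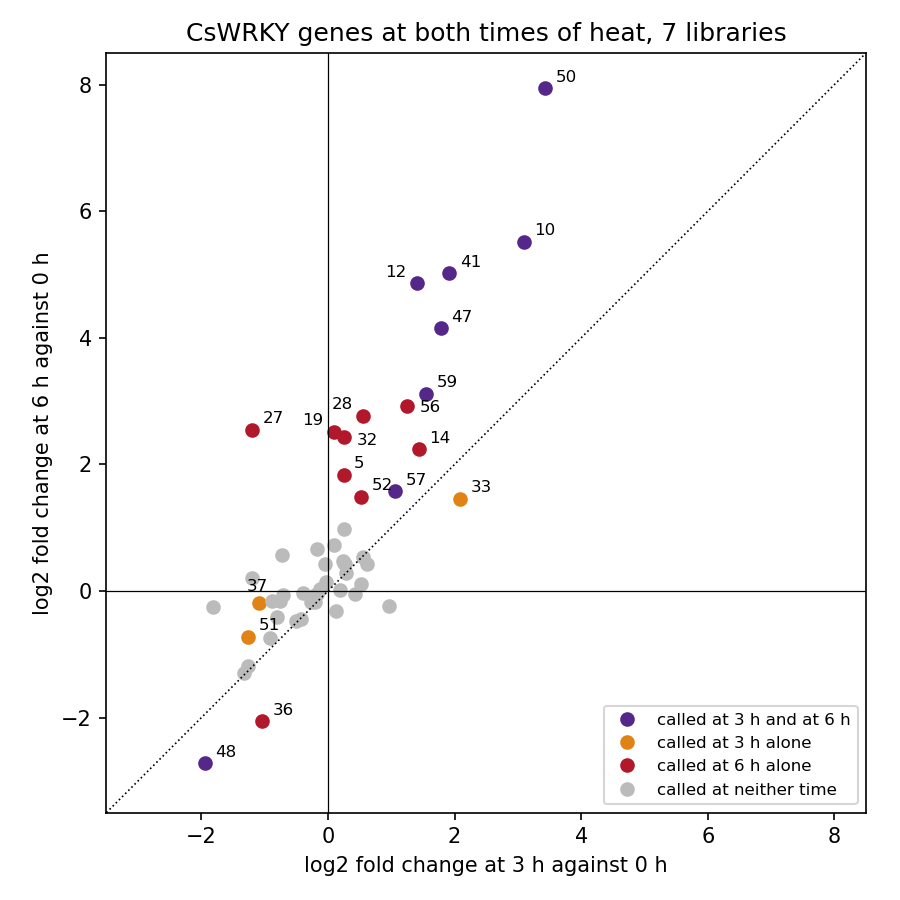
log2 fold change at 3 h (horizontal) and at 6 h (vertical) against 0 h for the 54 tested *CsWRKY* genes in the 7 libraries of the paper, coloured by the time at which each was called; numbers are gene numbers and the dotted line marks equal change. Of the 54 genes, 44 lie in the quadrants of equal sign, and *CsWRKY27* is the called gene outside them.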

The variation trend of the expression of most *WRKY* genes in response to heat stress for 3 h (hours) was consistent with that for 6 h. 

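*CsWRKY41* (CsaV3_5G011080, chromosome 5, 7047174 to 7050833) had 1.28 ± 1.05 FPKM (SD, n = 3) before heating, 4.27 ± 0.197 (SD, n = 2) at 3 h and 37.6 ± 3.55 (SD, n = 2) at 6 h in the 7 libraries used in the paper. The log2 fold changes were 1.92 (SE 0.53, limma with Benjamini-Hochberg adjustment, adjusted p = 0.0315) and 5.02 (SE 0.53, limma, adjusted p = 8.13e-04). The call at 3 h was kept without HT0h_1 and lost without any 1 of the other 6 libraries, the adjusted p from limma reaching 0.110, while the log2 fold change stayed between 1.51 and 2.5. It was also lost with only the compared groups in the model and without the mean-variance trend. The replicate number as a block, which sets HT0h_2 aside, lost it too. *CsWRKY52* (CsaV3_6G048830, chromosome 6, 28610615 to 28613553) had 1.38 ± 0.118 FPKM (SD, n = 3) at 0 h, 2.04 ± 0.475 (SD, n = 2) at 3 h and 4.30 ± 2.10 (SD, n = 2) at 6 h. Its log2 fold change was 0.52 at 3 h (SE 0.36, limma, adjusted p = 0.307) and 1.49 at 6 h (SE 0.36, limma, adjusted p = 0.0164). In HT3h_2 and HT6h_2, left out for poor uniformity, *CsWRKY41* had 10.6 and 81.0 FPKM and *CsWRKY52* had 4.03 and 6.18. Over all 9 libraries *CsWRKY41* changed by 2.35 (limma, adjusted p = 0.0135) and 5.39 (limma, adjusted p = 2.95e-04) on the log2 scale, and *CsWRKY52* by 0.84 (limma, adjusted p = 0.128) and 1.69 (limma, adjusted p = 0.010). The salt libraries are not analysed here.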

Overall, the transcript levels of five *CsWRKY* genes (*CsWRKY27/41/50/52/57*) were significantly affected by both salt and heat stress treatments.

**Fig. 8:**
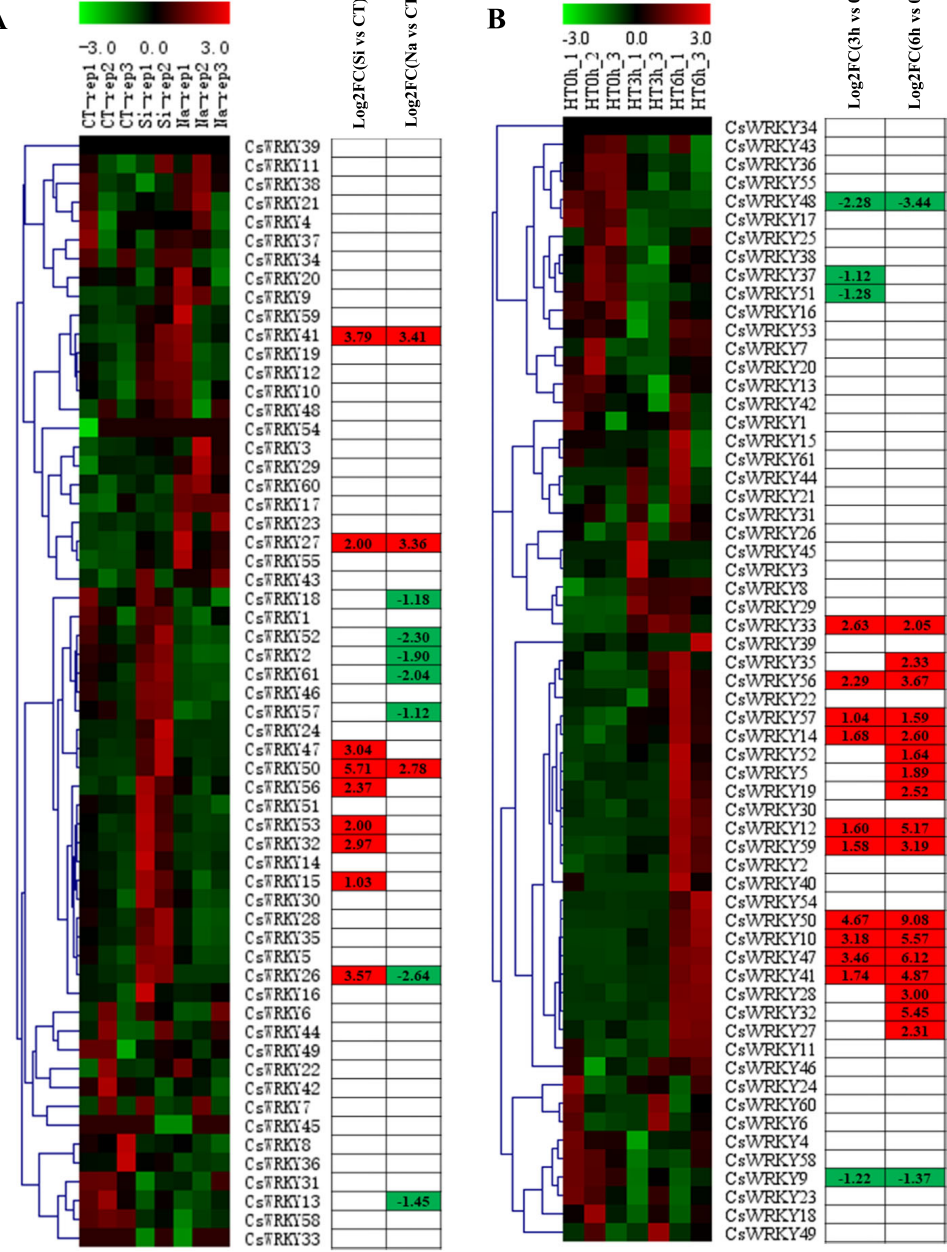
Expression profiles of *CsWRKY* genes in response to various abiotic stress treatments. The transcriptional levels of *CsWRKY* genes in response to salt (**a**) and heat (**b**) stresses were investigated based on a public transcriptome data [70] and transcriptome data that we performed, respectively. The genome-wide expression of *CsWRKY* genes under different treatments was shown on a heatmap using FPKM values, and the expression data were gene-wisely normalized by MeV software. -3.0 to 3.0 was artificially set with the color scale limits according to the normalized value. The color scale shows increasing expression levels from green to red. In the table, differentially expressed genes (DEGs) were highlighted by red (up-regulation) and green (down-regulation). FC, fold-change; CT, control; HT, heat treatment; HT0h = heat treatment for 0 h (hours); HT3h = heat treatment for 3 h; HT6h = heat treatment for 6 h

To explore the potential functions of *CsWRKYs* in resistance to biotic stresses, we performed a *CsWRKYs* expression analysis of the susceptible and resistant cucumber lines inoculated with PM for 48 h based on published RNA-seq data [71] (Fig. 9a and Additional file 10: Table S8). Eleven and 12 *CsWRKY* genes that were differentially expressed were identified in the susceptible and resistant cucumber lines, respectively, compared with the controls. These results indicated that these *WRKYs* may be influenced by PM stress. The expression patterns of *CsWRKY10* and *CsWRKY50* were opposite in the susceptible and resistant cucumber lines under inoculation with PM, implicating the important role of these two *WRKY* genes in the response to PM infection. The expression of *CsWRKY* genes in response to DM infection was obtained by transcriptome analysis based on RNA-seq data published by Adhikari et al. [54] (Additional file 10: Table S8). Twenty-five *CsWRKY* genes in cucumber were involved in responses to DM infection, indicating that they were induced to play a role in response to DM infection (Fig. 9b). We identified 12 *CsWRKY* genes (*CsWRKY10/14/19/27/28/32/35/46/50/52/59/61*) that were differentially expressed in response to the inoculation of PM and DM (Fig. 9), indicating that these genes may play key roles in responses to biotic stresses. Some *CsWRKY* genes were affected only by inoculation of PM and/or DM and not by abiotic (heat and salt) stresses (Figs. 8 and 9). For instance, *CsWRKY46* was expressed significantly in response to inoculation of PM and DM but not to salt and heat stresses; moreover, *CsWRKY15* was not induced/repressed by any of the tested treatments except inoculation of PM. In addition, the expression levels of several *CsWRKY* genes were significantly affected by both abiotic stresses and biotic stresses (Figs. 8 and 9). For instance, *CsWRKY27*, *CsWRKY50* and *CsWRKY52* simultaneously responded to all treatments analysed, and the expression of *CsWRKY59* was affected by all tested treatments except salt treatment.

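In the heat libraries *CsWRKY46* (CsaV3_6G028510, chromosome 6, 16783402 to 16791738) had 7.19 ± 2.33 FPKM (SD, n = 3) at 0 h, 8.34 ± 2.13 (SD, n = 2) at 3 h and 9.66 ± 0.724 (SD, n = 2) at 6 h, over the 7 libraries of the paper. The log2 fold changes were 0.24 (SE 0.31, limma, adjusted p = 0.583) and 0.47 (SE 0.31, limma, adjusted p = 0.266). *CsWRKY15* (CsaV3_2G035630, chromosome 2, 23904722 to 23906085) had 10.4 ± 0.535 FPKM (SD, n = 3), 9.53 ± 0.361 (SD, n = 2) and 11.0 ± 3.84 (SD, n = 2) at 0, 3 and 6 h. Its log2 fold changes were -0.12 (SE 0.22, limma, adjusted p = 0.712) and 0.04 (SE 0.22, limma, adjusted p = 0.899), and neither gene was called at either time. The libraries that the paper removed for poor uniformity, HT3h_2 and HT6h_2, had 8.35 and 10.6 FPKM of *CsWRKY46* and 10.1 and 16.3 of *CsWRKY15*. With them the log2 fold changes were 0.25 and 0.52 for *CsWRKY46*, and -0.09 and 0.25 for *CsWRKY15*, none of them called (limma, adjusted p between 0.148 and 0.796). The salt, PM and DM samples are not analysed here.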

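In the heat libraries *CsWRKY50* (CsaV3_6G042280, chromosome 6, 24809801 to 24812529) rose from 0.0814 ± 0.0545 FPKM (SD, n = 3) at 0 h to 2.06 ± 1.45 (SD, n = 2) at 3 h and 44.0 ± 10.6 (SD, n = 2) at 6 h, in the 7 libraries of the paper. The fitted log2 fold changes were 3.43 (SE 0.50, limma, adjusted p = 0.00299) and 7.95 (SE 0.50, limma, adjusted p = 1.21e-04). The level at 0 h rests on 7 fragments in the 3 HT0h libraries together, against 134 in the HT3h pair and 2903 in the HT6h pair. The ratio of fragments per library depth was 25.9 at 3 h (95% interval 12.2 to 65.7) and 549 at 6 h (266 to 1.37e+03). HT3h_2 and HT6h_2, set aside by the paper because of poor uniformity, had 9.64 and 297 FPKM, the latter against 36.6 in HT6h_1 and 51.5 in HT6h_3. All 9 libraries gave log2 fold changes of 4.22 (SE 0.90, limma, adjusted p = 0.00744) and 8.87 (SE 0.90, limma, adjusted p = 2.46e-04), and limma voom on their fragments did not call the gene at 3 h. *CsWRKY59* (CsaV3_7G025370, chromosome 7, 14754543 to 14756982) had 2.23 ± 0.348 FPKM (SD, n = 3) at 0 h, 6.66 ± 0.0124 (SD, n = 2) at 3 h and 20.3 ± 5.47 (SD, n = 2) at 6 h. Its log2 fold change was 1.55 at 3 h (SE 0.24, limma, adjusted p = 0.00345) and 3.12 at 6 h (SE 0.24, limma, adjusted p = 2.51e-04). It had 8.93 FPKM in HT3h_2 and 29.4 in HT6h_2, and over all 9 libraries changed by 1.69 (limma, adjusted p = 0.00148) and 3.30 (limma, adjusted p = 6.58e-05). The treatments other than heat are not analysed here.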

**Fig. 9:**
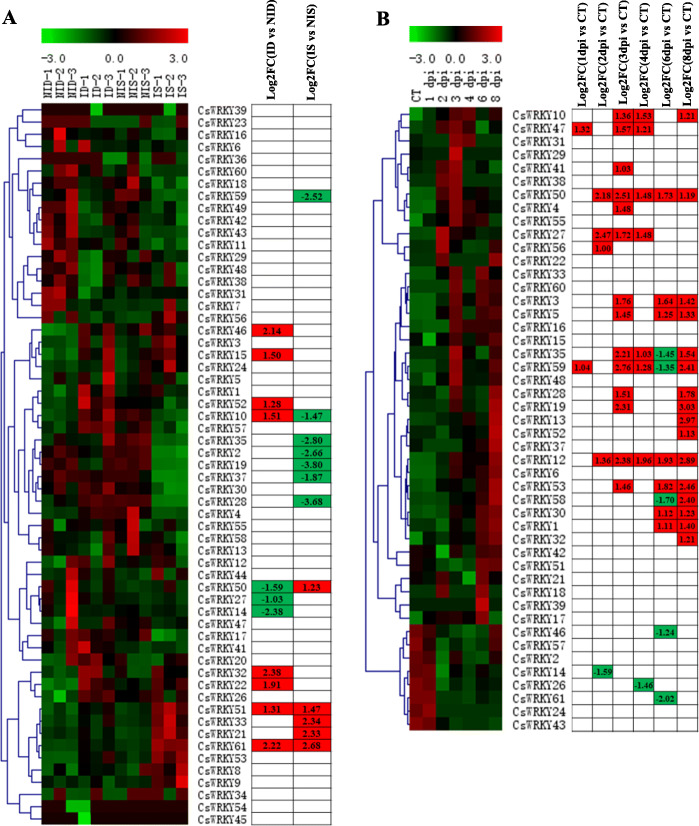
Expression analysis of *CsWRKYs* under biotic stresses. The *CsWRKY* genes transcripts were determined after the infection of powdery mildew (PM) for 48 h (**a**) [71] and of downy mildew (DM) for 1 to 8 days post inoculation (**b**) [54], respectively. Without inoculation as the control (CT). The FPKM values of *CsWRKY* genes under different treatments were gene-wisely normalized and shown on a heatmap by MeV software. -3.0 to 3.0 was artificially set with the color scale limits according to the normalized value. The color scale shows increasing expression levels from green to red. In the tables, red shadings indicated up-regulated genes, green shading indicated down-regulated genes. FC, fold-change; ID, DM inoculated susceptible cucumber line D8 leaves; NID, non-inoculated D8 leaves; IS, DM inoculated resistant cucumber line SSL508–28 leaves; NIS, non-inoculated SSL508–28 leaves; DPI, day post inoculation

## Discussion

Although *WRKY* genes had been identified in the cucumber (9930) genome (v1.0) [55], it is essential to re-identify them. Because the information of the *WRKY* genes identified in v1.0 were no longer available, due to the elimination of v1.0 from CuGenDB (http://cucurbitgenomics.org/), whereas the assemblies (v2.0 and v3.0) were available. Therefore, we identified and characterized the WRKY family in the cucumber (9930) genome (v3.0). It is composed of 61 members, which were designated CsWRKY1 to CsWRKY61 on the basis of their chromosomal location; this number is higher than that identified in a previous study (57 *WRKY* genes) [55]. Compared with these previously reported *CsWRKY* genes, nine new *CsWRKY* genes were mapped onto the chromosomes, and five previous *CsWRKY* genes that could not be conclusively mapped to any chromosome were considered obsolete according to the current version of the cucumber genome (v3.0) (Additional file 1: Fig. S1 and Additional file 2: Fig. S2).

Based on the gene structures, amino acid sequences, conserved structural domains and phylogenetic relationships with *A. thaliana*, the 61 CsWRKY proteins were similar to the typical WRKY family proteins in other species with classifications into Groups I, IIa, IIb, IIc, IId, IIe and III (Table 1, Figs. 1 and 2). Rinerson et al. [20] proposed that there were four major WRKY TF lineages in flowering plants, Groups I + IIc, Groups IIa + IIb, Groups IId + IIe, and Group III, accurately reflecting the evolution of the WRKY family. This was also verified in cucumber; for example, the members of Groups IIa and IIb (or Groups IId and IIe) were divided into two subclades, which involved the same clade; some WRKY TFs from Group IIc were classified into one subclade together with the members of Group I (Fig. 2). Three CsWRKY proteins (CsWRKY10/47/50) in Group IIc showed sequence variation in their WRKY domains. Domain loss, which seems to be common in monocotyledons, is one of the divergent forces for expansion of the *WRKY* gene family [73, 74]; however, these loss-of-domain events occur less for dicotyledons than for monocotyledons. For example, Group I contains one protein (AtWRKY10) having only one WRKY domain in Arabidopsis [74]. In cucumber, except CsWRKY42, all WRKY proteins of Group I have two WRKY domains, and the event by which the zinc finger motif was lost was also found in three WRKY TFs (CsWRKY14/40/47) (Fig. 1 and Table 1). According to previous studies, both the heptapeptide motif WRKYGQK and the zinc finger motif are required for the high binding affinity of WRKY TFs to their cognate *cis*-acting W-box element (TTGACC/T). Therefore, variations in the heptapeptide motif and loss of the zinc finger motif might influence normal interactions of CsWRKYs with target genes, and it might be worth further studying the binding specificities and functions of these five CsWRKY proteins.

Both tandem duplication and chromosomal/segmental duplications contributed to the expansion of the *WRKY* gene family [24]. Comparison of the number of *WRKY* genes in the cucumber genome with other sequenced dicotyledon genomes showed that cucumber has fewer genes (Table 2). Fourteen segmental duplication events within 25 *WRKY* genes were observed (Fig. 5 and Additional file 7: Table S5), while tandem duplication events were lacking. Therefore, the lack of tandem duplication might be a possible reason for the smaller number of *CsWRKY* genes, and segmental duplication was a major driver of *WRKY* gene expansion during the cucumber evolutionary process. Moreover, we identified that more than 85% (52 of 61) of *CsWRKY* genes showed orthologous relationships with *ClWRKY* genes (Additional file 8: Table S6), indicating that the segmental duplication of *WRKY* genes might have occurred in diploid progenitors before the divergence of the cucumber and watermelon.

In 2015, Rinerson et al. used the genome sequences of a moss to propose the hypothesis that Group III genes were not the last to evolve; rather, Group IIa genes were [20]. Among the *WRKY* gene family, Group IIa genes compose the subclade with the smallest number of members and appear to play many important roles in the response to different stresses [20]. The availability of increased numbers of Group IIa members of sequenced plant genomes could provide additional clues about the evolution of the WRKY TF family. In this study, we found that members of the plant WRKY Group IIa from closely related species tended to be clustered together, and there were monocot (clades 1, 2 and 3a)- and dicot (clades 3b and 4–7)-specific clades (Fig. 3). These results suggested that *WRKY* IIa genes might have evolved independently after the divergence of monocots and dicots.

It is well known that gene expression is correlated with gene function [75]. In this study, the expression pattern of all 61 *CsWRKY* genes was analysed in nine different tissues of cucumber, including the roots, stems, leaves, flowers, ovaries, and tendrils. We found that 19 *CsWRKY* genes were expressed specifically in the roots (Fig. 7). As previously reported, *AtWRKY23*, *AtWRKY75* and *AtWRKY6* were found to regulate root development [76, 77], and their close genetic homologous genes in cucumber, *CsWRKY25*, *CsWRKY32* and *CsWRKY52*, respectively, were expressed specifically in the roots. According to these results, all genes expressed specifically in the roots were assumed to be key regulators of root development and may play roles in response to various stresses that first affect plants below ground. Additionally, *CsWRKY50* and *CsWRKY59* were highly expressed in the tendrils, which are considered abnormal leaves in cucumber, implying that they may regulate leaf morphogenesis in cucumber. Noticeably, the expression profiles of cucumber *WRKY* genes in this study were not consistent with the results in the study of Ling et al. [55]. For example, *WRKY18* and *WRKY56* have extremely different patterns of expression profiles between these two studies (Fig. 7) [55]. The reason might be that although they have the same name, they actually are different genes. This prediction could be supported by that *WRKY56* could not be conclusively mapped to any chromosome in the previous study [55], but to chromosome 7 in our study (Additional file 1: Fig. S1), and that *WRKY18* was localized in different position on chromosome 3 (Additional file 1: Fig. S1) [55]. However, now it is very difficult to clarify the reason because that the v1.0 of the cucumber genome sequences is not available yet, and Ling et al. did not provide the gene or protein sequences of WRKYs in their paper [55].

WRKY proteins constitute one of the most important TF families and are involved in responses to biotic and abiotic stresses [25]. At least 26 and 54 *WRKY* genes were identified to respond to abiotic stress in Arabidopsis and rice, respectively [38, 78]. In this study, we further explored the expression of 61 *CsWRKY* genes under multiple stresses. Most of them were induced/repressed by at least one of the stresses that we tested (heat, salinity, and inoculation of DM and PM), indicating that the *CsWRKYs* play crucial roles in cucumber stress responses. 

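In the heat libraries *CsWRKY48* (CsaV3_6G032480, chromosome 6, 18415484 to 18434126) went from 1.40 ± 0.210 FPKM (SD, n = 3) at 0 h to 0.288 ± 0.0133 (SD, n = 2) at 3 h and 0.129 ± 0.0444 (SD, n = 2) at 6 h, in the 7 libraries of the paper. The log2 fold changes were -1.94 (SE 0.38, limma, adjusted p = 0.0085) and -2.72 (SE 0.38, limma, adjusted p = 0.00205). They rest on 145 fragments at 0 h, 22 at 3 h and 10 at 6 h, and the call at 3 h is lost with a pseudocount of 1. *CsWRKY9* (CsaV3_2G013650, chromosome 2, 11212968 to 11215966) went from 1.67 ± 0.224 FPKM (SD, n = 3) to 0.716 ± 0.586 (SD, n = 2) and 0.643 ± 0.276 (SD, n = 2). Its log2 fold changes of -1.32 at 3 h (SE 0.53, limma, adjusted p = 0.0975) and -1.29 at 6 h (SE 0.53, limma, adjusted p = 0.095) were not called. HT3h_1 had 0.302 FPKM of *CsWRKY9* and HT3h_3 had 1.13, and the gene was called at 3 h without HT3h_3. *CsWRKY18* (CsaV3_3G007160, chromosome 3, 6430612 to 6433611) had 5.71 ± 1.96 FPKM (SD, n = 3), 4.07 ± 1.78 (SD, n = 2) and 4.07 ± 1.66 (SD, n = 2) at 0, 3 and 6 h. Its log2 fold changes of -0.50 (SE 0.41, limma, adjusted p = 0.393) and -0.48 (SE 0.41, limma, adjusted p = 0.387) were not called. In HT3h_2 and HT6h_2, which the paper excluded for poor uniformity, the FPKM were 0.338 and 0.255 for *CsWRKY48*, 0.192 and 0.499 for *CsWRKY9*, and 2.61 and 2.81 for *CsWRKY18*. Over all 9 libraries *CsWRKY48* changed by -1.89 and -2.50 on the log2 scale and was called at both times (limma, adjusted p = 0.00483 and 0.00129). *CsWRKY9* was then called at 3 h (log2 fold change -1.74, limma, adjusted p = 0.0338) but not at 6 h (-1.38, limma, adjusted p = 0.0725), and *CsWRKY18* at neither time (-0.68 and -0.64).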

Four *CsWRKY* genes, *CsWRKY9*, *CsWRKY18*, *CsWRKY48* and *CsWRKY57*, were responsive to heat and/or salinity stress but not to the inoculation of DM and PM (Figs. 8 and 9). Previous studies have revealed that one *WRKY* gene can function in response to several stresses. For example, overexpressing *AtWRKY30* improved tolerance to oxidative and salinity stresses during seed germination [79]. Among these four genes, the transcript level of *CsWRKY57* was significantly affected by both salt and heat stress treatments (Fig. 8), suggesting that this gene acts as the most important gene to regulate susceptibility to abiotic stresses in cucumber. 

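*CsWRKY57* (CsaV3_7G005750, chromosome 7, 3456072 to 3459066) had 3.22 ± 1.08 FPKM (SD, n = 3) at 0 h, 6.57 ± 0.0834 (SD, n = 2) at 3 h and 9.70 ± 3.00 (SD, n = 2) at 6 h, in the 7 heat libraries of the paper. Its log2 fold changes were 1.06 (SE 0.31, limma, adjusted p = 0.0397) and 1.58 (SE 0.31, limma, adjusted p = 0.00809). The call at 3 h was lost with a pseudocount of 1 and without the mean-variance trend. The call was also lost with the replicate number as a block, which sets HT0h_2 aside. It was also lost without HT0h_2, HT0h_3, HT3h_1 or HT3h_3, the log2 fold change ranging from 0.86 to 1.30 with each library left out in turn. At 6 h that range was 1.26 to 1.89, and the call was lost without HT6h_1. HT3h_2 had 19.6 FPKM and HT6h_2 had 5.58, the latter 0.83 above the HT0h mean on the log2 scale, against 1.89 in HT6h_1 and 1.26 in HT6h_3. With these libraries, which were removed for poor uniformity, the log2 fold change was 1.58 at 3 h, which was called (limma, adjusted p = 0.0296), and 1.33 at 6 h, which was not (limma, adjusted p = 0.0527). Limma voom on the fragments of the 9 libraries called it at neither time. The salt samples are not analysed here.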

Correspondingly, 10 *CsWRKY* genes (*CsWRKY1/3/4/15/21/22/30/46/53/58*) were affected only by inoculation of PM and/or DM and not by abiotic (heat and salt) stresses (Figs. 8 and 9), and only *CsWRKY46* was observed to be differentially expressed in response to inoculation of PM and DM. These results revealed significant differences in the stress-induced expression of *WRKYs* in response to abiotic and biotic stresses. In addition, 22 *CsWRKY* genes were significantly affected by both abiotic stresses and biotic stresses (Figs. 8 and 9), indicating that some *CsWRKY* genes have similar functions in response to both abiotic and biotic stresses. For instance, the expression of *CsWRKY59* was affected by all tested treatments except salt treatment; *CsWRKY27*, *CsWRKY50* and *CsWRKY52* simultaneously responded to all treatments that we analysed. 

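In the heat libraries limma called none of these 10 genes at 3 h or 6 h, either in the 7 libraries of the paper or with HT3h_2 and HT6h_2, which it left out for poor uniformity. In the 7 libraries the log2 fold changes lay between -1.2 (*CsWRKY53*) and 0.96 (*CsWRKY3*) at 3 h, with the lowest adjusted p of limma at 0.096. At 6 h they lay between -0.41 (*CsWRKY58*) and 0.72 (*CsWRKY30*). *CsWRKY30* had an adjusted p of 0.00833 from limma at 6 h, but a log2 fold change of less than 1. Over all 9 libraries the range was -0.88 to 0.95 at 3 h and -0.49 to 0.82 at 6 h, *CsWRKY30* again having the highest value at 6 h (limma, adjusted p = 0.00453). At an unadjusted p of 0.05 or less with the same fold change, 1 gene was called, and limma voom on the fragments called 0. With array weights over the 9 libraries, *CsWRKY3* and *CsWRKY53* were called at 3 h. HT3h_2 had 15.3 FPKM of *CsWRKY30*, 0.166 of *CsWRKY53* and 0.356 of *CsWRKY3*, and HT6h_2 had 24.1, 0.199 and 0.362. The PM, DM and salt samples are not analysed here.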

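With each of the 7 libraries left out in turn, the log2 fold change of *CsWRKY50* stayed between 2.69 and 4.18 at 3 h and between 7.70 and 8.20 at 6 h, and that of *CsWRKY59* between 1.42 and 1.62 and between 2.84 and 3.39. Both genes remained called by limma in each of these fits. *CsWRKY27* was called at 6 h in 5 of the 7 fits, with a range of 1.89 to 2.95, and lost the call without HT6h_1 or HT6h_3. *CsWRKY52* ranged from 0.99 to 2.00 at 6 h and lost the call without HT6h_1, where its adjusted p from limma was 0.0963. A fit without 1 library of a pair takes the spread of that time point from the other groups. HT3h_2 and HT6h_2, which the paper removed for poor uniformity, differed from the HT0h mean on the log2 scale by 5.79 and 10.72 for *CsWRKY50*, by 1.97 and 3.67 for *CsWRKY59*, by 0.62 and 3.66 for *CsWRKY27*, and by 1.49 and 2.09 for *CsWRKY52*. In the fit to all 9 libraries, *CsWRKY50* and *CsWRKY59* were called at both times, and *CsWRKY27* and *CsWRKY52* at 6 h alone, the same calls as over the 7.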

The expression of *OsWRKY67* was activated by rice blast inoculation; overexpression of *OsWRKY67* in rice plants enhanced resistance to leaf blast, panicle blast and bacterial blight [80]; and its orthologue in cucumber, *CsWRKY50*, was also induced by biotic stresses, suggesting the potential value of *CsWRKY27*, *CsWRKY50* and *CsWRKY52* in improvements to cucumber abiotic and biotic stress tolerance. Moreover, the expression of 12 *CsWRKY* genes (*CsWRKY6/16/17/24/29/31/38/39/42/43/55/60*) was not observed in response to either the biotic stresses or abiotic stresses we analysed in this study.

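In the 7 heat libraries of the paper, 11 of these 12 genes were tested and limma called none of them at 3 h or 6 h. Their log2 fold changes lay between -0.91 (*CsWRKY17*) and 0.62 (*CsWRKY29*) at 3 h, and between -0.74 (*CsWRKY17*) and 0.43 (*CsWRKY29*) at 6 h. At 3 h, 3 of them (*CsWRKY17*, *CsWRKY29* and *CsWRKY38*) had an adjusted p of 0.05 or less from limma, the lowest being 0.00406 for *CsWRKY17*, with changes smaller than a log2 fold change of 1. At 6 h, *CsWRKY17* alone did (limma, adjusted p = 0.00754). The count of genes called became 1 without HT3h_1, when *CsWRKY38* was called, and 1 without HT3h_3, when *CsWRKY17* was. With HT3h_2 and HT6h_2, the libraries of poor uniformity that the paper left out, none of the 11 genes was called by limma. The log2 fold changes then lay between -0.85 and 0.75 at 3 h and between -0.53 and 0.55 at 6 h, *CsWRKY17* and *CsWRKY29* marking the ends of both ranges. HT3h_2 had 9.69 FPKM of *CsWRKY17*, 13.1 of *CsWRKY29* and 3.95 of *CsWRKY38*, and HT6h_2 had 14.9, 11.1 and 4.96. At an unadjusted p of 0.05 or less with the same fold change, and by limma voom on the fragments, the count was 0 in the 7 libraries. The other stresses are not analysed here.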

As shown in Fig. 9, the expression of *CsWRKY19* was downregulated by PM infection but upregulated by DM. The results indicated that *WRKY* genes might play different roles under different stress responses. 

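The difference between 3 h and 6 h of heat was tested directly in the same limma fit. Over the 7 libraries of the paper 39 genes differed, 17 higher and 22 lower at 6 h, out of 2380 at an unadjusted p of 0.05 or less. Of the *CsWRKY* genes, *CsWRKY12* and *CsWRKY50* were among them, with a log2 difference of 3.47 (SE 0.30, limma, adjusted p = 0.0196) and 4.51 (SE 0.55, limma, adjusted p = 0.0498). Of the 12 *CsWRKY* genes called at 1 of the times alone, none differed between the times when adjusted over all genes tested, the lowest adjusted p from limma being 0.0779 for *CsWRKY27* (log2 difference 3.75, SE 0.62). Adjusted over the list alone, 11 *CsWRKY* genes differed, among them *CsWRKY5*, *CsWRKY19*, *CsWRKY27*, *CsWRKY28* and *CsWRKY32*, which had been called at 6 h alone. HT3h_2 and HT6h_2, left out for poor uniformity, lay 3.30 and 5.62 above the HT0h mean of *CsWRKY12* on the log2 scale. With these libraries 73 genes differed, 34 higher and 39 lower. The *CsWRKY* genes among them were *CsWRKY10* (2.29, SE 0.37, limma, adjusted p = 0.0435), *CsWRKY12* (3.09, SE 0.51, limma, adjusted p = 0.0441) and *CsWRKY59* (1.61, SE 0.25, limma, adjusted p = 0.0384), while *CsWRKY50* was no longer called (4.65, SE 0.90, limma, adjusted p = 0.0847). *CsWRKY12* was the *CsWRKY* gene called in both sets. The number of all genes was 546 with array weights over the 9 libraries, 1086 at an unadjusted p of 0.05 or less with the same fold change, and 0 without HT6h_1.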

Further analysis showed that responses to stresses occurred at different timepoints. 

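*CsWRKY10* (CsaV3_2G017720, chromosome 2, 14723306 to 14726183) had 1.83 ± 0.553 FPKM (SD, n = 3) at 0 h, 16.5 ± 6.35 (SD, n = 2) at 3 h and 86.7 ± 16.2 (SD, n = 2) at 6 h, in the 7 libraries of the paper. The log2 fold changes were 3.09 (SE 0.33, limma, adjusted p = 9.76e-04) and 5.52 (SE 0.33, limma, adjusted p = 1.05e-04). *CsWRKY47* (CsaV3_6G032100, chromosome 6, 18178380 to 18181433) had 4 fragments in the 3 HT0h libraries together, 32 in the HT3h pair and 209 in the HT6h pair. Per library depth, these were 10.8 times (95% interval 3.84 to 42.2) and 69.1 times (26.6 to 256) the level at 0 h. The fitted log2 fold changes of *CsWRKY47* were 1.78 (SE 0.42, limma, adjusted p = 0.018) and 4.15 (SE 0.42, limma, adjusted p = 7.20e-04). Its call at 3 h was lost without HT0h_3 or HT3h_1 and with a pseudocount of 1. That call was also lost with only the compared groups in the model and with the replicate number as a block, which sets HT0h_2 aside. *CsWRKY28* (CsaV3_3G033350, chromosome 3, 28698684 to 28702697) had 0.350 ± 0.166 FPKM (SD, n = 3) at 0 h and 0.528 ± 0.0255 (SD, n = 2) at 3 h, a log2 fold change of 0.56 (SE 0.44, limma, adjusted p = 0.363). At 6 h it changed by 2.77 (SE 0.44, limma, adjusted p = 0.00332). *CsWRKY35* (CsaV3_4G006480, chromosome 4, 4328507 to 4332383) was below the mean FPKM of 0.1 and was not tested in these libraries. Its fragments numbered 4 at 0 h, all in HT0h_1, 13 in the HT3h pair and 18 in the HT6h pair, 14 of the last in HT6h_1. The ratio to 0 h was 4.40 at 3 h (95% interval 1.36 to 18.5) and 5.95 at 6 h (1.96 to 24.2). In HT3h_2 and HT6h_2, which had been left out for poor uniformity, *CsWRKY10* had 32.1 and 130 FPKM, *CsWRKY47* had 0.616 and 3.21, *CsWRKY28* had 0.943 and 1.69, and *CsWRKY35* had 0.160 and 0.864, the last from 62 fragments. All 9 libraries gave log2 fold changes of 3.43 and 5.72 for *CsWRKY10*, 2.01 and 4.32 for *CsWRKY47*, and 0.81 and 2.54 for *CsWRKY28*, with the same calls. *CsWRKY35* was tested over the 9 libraries and not called (log2 fold change 0.84 at 3 h and 1.63 at 6 h, the latter with an adjusted p of 0.0937 from limma). The DM samples are not analysed here.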

*CsWRKY10* and *CsWRKY47* responded to heat stress at 3 h, whereas the expression of *CsWRKY28* and *CsWRKY35* was affected at 6 h after heat stress began; *CsWRKY56* was highly expressed only at 2 dpi, while infection by DM upregulated the expression of *CsWRKY12* and *CsWRKY50* between 2 to 8 dpi, suggesting that *CsWRKY* genes might play important regulatory roles at different stages in cucumber abiotic and biotic stress tolerance.

Overall, these above findings provide insights into the potential functions of cucumber *WRKY* genes. The differential expression in response to different stresses indicated their functional diversification. Some *CsWRKY* genes might specifically respond to biotic or abiotic stress, while several genes may respond to both biotic and abiotic stress. In addition, some *CsWRKY* genes might not be involved in stress responses. These results are helpful for future functional characterization of *CsWRKY* genes and for the genetic improvement of the abiotic and biotic stress resistance of cucumber.

## Conclusions

In the present study, 61 cucumber *WRKY* genes were identified, and a comprehensive analysis of those *CsWRKY* genes was carried out. First, the chromosomal location, conserved motifs, evolutional relationships and gene structure of the cucumber *WRKY* genes were examined. The expression patterns of the *CsWRKY* genes in nine different tissues of cucumber cultivar 9930 and in response to various stresses then showed that these genes may play important roles in cucumber growth and development. Furthermore, our results revealed differences and similarities in the stress-induced expression of *CsWRKYs* in response to abiotic and biotic stresses. In conclusion, our study provided a foundation for future studies into the functions of *WRKY* genes important in responses to abiotic and biotic stresses and the identification of new sources of resistance for breeding programmes.

## Methods

### Gene identification and chromosomal locations

The hidden Markov model (HMM) file of the WRKY domain (PF03106), downloaded from the Pfam protein family database (http://pfam.sanger.ac.uk/), was used for the identification of *WRKY* genes from the cucumber genomic database (v3.0) by HMMER 3.0. The default parameters were employed, and the cutoff value was 0.01. All *CsWRKY* genes that were queried from the cucumber genomic data based on the HMMER results were further examined to confirm the existence of the WRKY domain sequences through the Pfam (http://pfam.xfam.org/search#tabview=tab1) and SMART (http://smart.embl-heidelberg.de/) databases. We then manually examined each candidate gene to ensure the conserved heptapeptide sequence within the predicted WRKY domain and used PCR amplification and sequencing to further validate select *CsWRKY* genes. Sixty-one *WRKY* genes were ultimately identified and mapped to cucumber chromosomes according to their physical location information from the cucumber genomic database. The subcellular localization of CsWRKY proteins was predicted using CELLO (http://cello.life.nctu.edu.tw/).

### *CsWRKY* genes structure analysis, classification and phylogenetic analysis

The gene structures of all identified cucumber WRKY genes were identified by the Gene Structure Display Server (GSDS, http://gsds.cbi.pku.edu.cn/). The cucumber *WRKY* genes were classified into different groups according to the classification scheme of Arabidopsis *WRKY* genes and the WRKY domain alignments of CsWRKY and AtWRKY proteins. Alignments of the amino acid sequences of the following were performed using ClustalX with default settings: WRKY domains from cucumber and Arabidopsis (excluding the C-terminal domains of Group I); 61 full-length CsWRKYs; and the Group IIa WRKY domains from Arabidopsis [16], castor bean [64], cucumber, grape [67], tomato [19], pear [63], potato [66], poplar [62], barley [59], rice [17], maize [18], bread wheat [51], *Brachypodium* [57] and millet [81]. Phylogenetic trees were then constructed based on the alignments using the neighbour-joining (NJ) method of MEGA 5.0. The trees were visualized and optimized via Evolview (http://www.evolgenius.info/evolview).

### Motif composition analysis of CsWRKY proteins

The motifs within the 61 cucumber WRKY protein sequences were identified using the MEME online program (http://meme.nbcr.net/meme/intro.html) with the following parameters: number of repetitions, any; maximum number of motifs, 10; and optimum width of each motif, between 6 and 300 residues.

### Analysis of gene duplication

The Multiple Collinearity Scan toolkit (MCScanX) was used to examine the gene duplication events, with the default parameters [82]. To explore the syntenic relationships of the *WRKY* genes obtained from cucumber and other selected species, syntenic analysis maps were constructed using MCScanX.

### Regulatory elements in the promoter regions of *CsWRKY* genes

The elements in the 1.5 kb promoter fragments (upstream sequences of the CsWRKY-encoding sequences) of the *CsWRKY* genes were analysed using the online PlantCARE database (http://bioinformatics.psb.ugent.be/webtools/plantcare/html/).

### Transcriptome analysis of *WRKY* genes in cucumber

The expression patterns of the *CsWRKYs* were analysed based on published RNA-seq data (SRA046916) [69]. Clean tags were remapped to the cucumber genome sequence (http://cucurbitgenomics.org/, v3.0) by Biomarker Technologies (Beijing, China), and the FPKM values were recalculated. These analyses were performed on 9 different cucumber tissues: roots, stems, leaves, female flowers, male flowers, ovaries, expanded unfertilized ovaries, expanded fertilized ovaries, and tendrils. Only one biological replication was used for each tissue sample [69]. The genome-wide expression of the *CsWRKY* genes was shown on a heatmap using MeV (Multiple Experiment Viewer) software, and the expression levels are shown by a colour bar that changes from green to red.

### Transcriptome analysis of *CsWRKYs* in response to abiotic and biotic stresses

The expression regulation of *CsWRKY* genes responsive to different stresses was obtained from publicly available transcriptomic data, which were downloaded from Gene Expression Omnibus and analysed to reveal the genome-wide differentially expressed genes after treatment with salt (GSE116265) [70] and inoculation with DM (SRP009350) [54] and PM (GSE81234) [71]. Every treatment had three or two biological replicates. The FDR (or *P* value) and absolute value of log2 (fold-change) that were published in the original literature were used for the identification of DEGs [54, 70, 71]. Because the gene ID shown was according to the cucumber genome v2.0, we cross-referenced the gene IDs of the *CsWRKYs* with those of the cucumber genome v3.0. The expression of the *CsWRKY* genes was then shown by a heatmap using MeV software.

The seedlings of the ‘Chinese long’ inbred line 9930, which was obtained from X. Gu Lab of Institute of Vegetables and Flowers, Chinese Academy of Agricultural Sciences, and used for cucumber genome sequencing, were treated at 42 °C, and the leaves of the seedlings were taken at 0, 3 and 6 h after treatment for transcriptome sequencing in Novogene (Beijing, China). Three biological replicates were performed. The transcript abundance of *CsWRKY* genes was calculated as fragments per kilobase of exon model per million mapped reads (FPKM). The sequencing reads data were submitted to the National Center for Biotechnology Information (NCBI) GEO Sequence Read Archive with accession number of GSE151055.

For the transcriptome analysis of *CsWRKYs* in response to abiotic and biotic stresses, a threshold of FDR (or *P* value) ≤ 0.05 and an absolute value of log2 (fold-change) ≥ 1 were used to define DEGs.

## Supplementary information

**Additional file 1: Figure S1.** The *WRKY* genes we identified mapped on every chromosome according to the current version of cucumber genome (v3.0).

**Additional file 2: Figure S2.** The number of *WRKY* genes mapped on every chromosome according to cucumber genome v1.0 (previous study) and v3.0 (this study).

**Additional file 3: Table S1.** List of the 61 *CsWRKY* genes identified in this study.

**Additional file 4: Table S2.** List of WRKY domains sequence derived from cucumber and Arabidopsis.

**Additional file 5: Table S3.** List of WRKY domain sequences of WRKY IIa proteins.

**Additional file 6: Table S4.** Analysis of conserved motifs in cucumber WRKY proteins.

**Additional file 7: Table S5.** Segmentally duplicated *CsWRKY* gene pairs.

**Additional file 8: Table S6.** Orthologous relationships between cucumber and Arabidopsis/tomato/watermelon/rice/maize.

**Additional file 9: Table S7.** List FPKM of *WRKY* genes in cucumber different tissues.

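FPKM in the table of *CsWRKY* values gives the fragments counted on a gene, divided by the gene's length and by a measure of the sequencing depth of the library, so that genes and libraries can be set side by side. For heat, the table holds HT0h_1, HT0h_2, HT0h_3, HT3h_1, HT3h_3, HT6h_1 and HT6h_3. In each of these libraries the values of 61 of the 61 *CsWRKY* genes were equal to the deposited FPKM values within 0.01%. The values of HT3h_2 and HT6h_2, removed by the paper for poor uniformity, were taken from the deposited files alone. The salt, PM and DM values of the table were not used here.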

**Additional file 10: Table S8.** RNA-seq data (FPKM values) of *CsWRKY* genes under salt/heat treatment/powdery mildew /downy mildew infection.

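Average-linkage clustering of the 9 heat libraries, with 1 minus Pearson's r of log2(FPKM + 1) as the distance, first parted HT0h_1, HT0h_2 and HT0h_3 from the 6 heated libraries. With 3 clusters, HT3h_2 and HT6h_2 were set apart together from HT3h_1, HT3h_3, HT6h_1 and HT6h_3. With 4 clusters, HT3h_2 and HT6h_2 were each alone. HT3h_1, HT3h_3, HT6h_1 and HT6h_3 stayed in 1 cluster throughout, so the 3 h and 6 h libraries were not parted by time at these levels.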

**Additional file 11: Figure S3.** Hierarchical clustering of cucumber gene expression profiles under heat treatment. A, Hierarchical cluster of expressed cucumber genes in 9 samples. In the color panels, each transverse line represents a single gene and the color of the line indicates the expression level of the gene relative to the mean center in a specific sample: red, high expression; green, low expression level. B, The hierarchical clustering on the gene expression matrix, using the Pearson correlation coefficient as a proxy of similarity between transcriptomes. HT0h = heat treatment for 0 h (hours), HT3h = heat treatment for 3 h, HT6h = heat treatment for 6 h.

## Data Availability

The datasets supporting the conclusions of this article are included within the article and its additional files; Cucumber sequences in this article can be found from the CuGenDB (http://cucurbitgenomics.org/); The *Arabidopsis thaliana* sequences in this article were downloaded from TAIR (https://www.arabidopsis.org/index.jsp). The public transcriptome data are available at Gene Expression Omnibus (GEO) (https://www.ncbi.nlm.nih.gov/geo/). The sequencing reads data of cucumber in response to high temperature stress are deposited at GEO with accession number of GSE151055 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE151055). All plant materials were selected from cucumber provided by the Z. Ren lab, Shandong Agricultural University, Taian, China.

## Abbreviations

TFs: Transcription factors
HMM: Hidden Markov Model
CDS: Coding DNA sequence
MW: Molecular weight
pI: Isoelectric point
aa: amino acid
NJ: Neighbor-joining
R protein: Resistance protein
ORF: Open reading frame
DEGs: Differential expression genes
h: Hours
Si: Silicon
DM: Downy mildew
PM: Powdery mildew

## References

[1] Bai Y, Kissoudis C, Yan Z, Visser RGF, van der Linden G (2018). Plant behaviour under combined stress: tomato responses to combined salinity and pathogen stress. Plant J..

[2] Garbeva P, Weisskopf L (2020). Airborne medicine: bacterial volatiles and their influence on plant health. New Phytol..

[3] Kang H, Zhang M, Zhou S, Guo Q, Chen F, Wu J, Wang W (2016). Overexpression of wheat ubiquitin gene, *Ta-Ub2*, improves abiotic stress tolerance of *Brachypodium distachyon*. Plant Sci..

[4] Boyer JS (1982). Plant productivity and environment. Science..

[5] Wang G, Zhang S, Ma X, Wang Y, Kong F, Meng Q (2016). A stress-associated NAC transcription factor (SlNAC35) from tomato plays a positive role in biotic and abiotic stresses. Physiol Plant..

[6] Basso MF, Ferreira PCG, Kobayashi AK, Harmon FG, Nepomuceno AL, Molinari HBC, Grossi-de-Sa MF (2019). MicroRNAs and new biotechnological tools for its modulation and improving stress tolerance in plants. Plant Biotechnol J..

[7] Niklas KJ (2009). Functional adaptation and phenotypic plasticity at the cellular and whole plant level. J Biosci..

[8] Wang G, Xu X, Wang H, Liu Q, Yang X, Liao L, Cai G (2019). A tomato transcription factor, SlDREB3 enhances the tolerance to chilling in transgenic tomato. Plant Physiol Biochem..

[9] Cao ZH, Zhang SZ, Wang RK, Zhang RF, Hao YJ (2013). Genome wide analysis of the apple MYB transcription factor family allows the identification of *MdoMYB121* gene confering abiotic stress tolerance in plants. PLoS One..

[10] Yan H, Jia H, Chen X, Hao L, An H, Guo X (2014). The cotton WRKY transcription factor GhWRKY17 functions in drought and salt stress in transgenic *Nicotiana benthamiana* through ABA signaling and the modulation of reactive oxygen species production. Plant Cell Physiol..

[11] Zhang YL, Zhang CL, Wang GL, Wang YX, Qi CH, You CX, Li YY, Hao YJ (2019). Apple AP2/EREBP transcription factor MdSHINE2 confers drought resistance by regulating wax biosynthesis. Planta..

[12] Le Henanff G, Profizi C, Courteaux B, Rabenoelina F, Gerard C, Clement C, Baillieul F, Cordelier S, Dhondt-Cordelier S (2013). Grapevine NAC1 transcription factor as a convergent node in developmental processes, abiotic stresses, and necrotrophic/biotrophic pathogen tolerance. J Exp Bot..

[13] Liu B, Ouyang Z, Zhang Y, Li X, Hong Y, Huang L, Liu S, Zhang H, Li D, Song F (2014). Tomato NAC transcription factor SlSRN1 positively regulates defense response against biotic stress but negatively regulates abiotic stress response. PLoS One..

[14] Riechmann JL, Ratcliffe OJ (2000). A genomic perspective on plant transcription factors. Curr Opin Plant Biol..

[15] Ulker B, Somssich IE (2004). WRKY transcription factors: from DNA binding towards biological function. Curr Opin Plant Biol..

[16] Dong J, Chen C, Chen Z (2003). Expression profiles of the *Arabidopsis WRKY* gene superfamily during plant defense response. Plant Mol Biol..

[17] Ross CA, Liu Y, Shen QJ (2007). The *WRKY* gene family in rice (*Oryza sativa*). J Integr Plant Biol..

[18] Zhang T, Tan D, Zhang L, Zhang X, Han Z (2017). Phylogenetic analysis and drought-responsive expression profiles of the WRKY transcription factor family in maize. Agri Gene..

[19] Huang S, Gao Y, Liu J, Peng X, Niu X, Fei Z, Cao S, Liu Y (2012). Genome-wide analysis of WRKY transcription factors in *Solanum lycopersicum*. Mol Genet Genomics..

[20] Rinerson CI, Rabara RC, Tripathi P, Shen QJ, Rushton PJ (2015). The evolution of WRKY transcription factors. BMC Plant Biol..

[21] An JP, Zhang XW, You CX, Bi SQ, Wang XF, Hao YJ (2019). MdWRKY40 promotes wounding-induced anthocyanin biosynthesis in association with MdMYB1 and undergoes MdBT2-mediated degradation. New Phytol..

[22] Xie T, Chen C, Li C, Liu J, Liu C, He Y (2018). Genome-wide investigation of *WRKY* gene family in pineapple: evolution and expression profiles during development and stress. BMC Genomics..

[23] Wu KL, Guo ZJ, Wang HH, Li J (2005). The WRKY family of transcription factors in rice and *Arabidopsis* and their origins. DNA Res..

[24] Zhang Y, Wang L (2005). The WRKY transcription factor superfamily: its origin in eukaryotes and expansion in plants. BMC Evol Biol..

[25] Eulgem T, Rushton PJ, Robatzek S, Somssich IE (2000). The WRKY superfamily of plant transcription factors. Trends Plant Sci..

[26] Rushton PJ, Somssich IE, Ringler P, Shen QJ (2010). WRKY transcription factors. Trends Plant Sci..

[27] Gu L, Dou L, Guo Y, Wang H, Li L, Wang C, Ma L, Wei H, Yu S (2019). The WRKY transcription factor *GhWRKY27* coordinates the senescence regulatory pathway in upland cotton (*Gossypium hirsutum* L.). BMC Plant Biol..

[28] Zhang S, Li C, Wang R, Chen Y, Shu S, Huang R, Zhang D, Li J, Xiao S, Yao N (2017). The Arabidopsis Mitochondrial Protease FtSH4 Is Involved in Leaf Senescence via Regulation of WRKY-Dependent Salicylic Acid Accumulation and Signaling. Plant Physiol..

[29] Pesch M, Dartan B, Birkenbihl R, Somssich IE, Hulskamp M (2014). *Arabidopsis* TTG2 regulates *TRY* expression through enhancement of activator complex-triggered activation. Plant Cell..

[30] Duan S, Wang J, Gao C, Jin C, Li D, Peng D, Du G, Li Y, Chen M (2018). Functional characterization of a heterologously expressed *Brassica napus WRKY41-1* transcription factor in regulating anthocyanin biosynthesis in Arabidopsis thaliana. Plant Sci..

[31] Gonzalez A, Brown M, Hatlestad G, Akhavan N, Smith T, Hembd A, Moore J, Montes D, Mosley T, Resendez J (2016). TTG2 controls the developmental regulation of seed coat tannins in *Arabidopsis* by regulating vacuolar transport steps in the proanthocyanidin pathway. Dev Biol..

[32] Chen M, Yan T, Shen Q, Lu X, Pan Q, Huang Y, Tang Y, Fu X, Liu M, Jiang W (2017). *GLANDULAR TRICHOME-SPECIFIC WRKY 1* promotes artemisinin biosynthesis in *Artemisia annua*. New Phytol..

[33] Yu Y, Liu Z, Wang L, Kim SG, Seo PJ, Qiao M, Wang N, Li S, Cao X, Park CM (2016). WRKY71 accelerates flowering via the direct activation of *FLOWERING LOCUS T* and *LEAFY* in *Arabidopsis thaliana*. Plant J..

[34] Zhang L, Chen L, Yu D (2018). Transcription Factor WRKY75 Interacts with DELLA Proteins to Affect Flowering. Plant Physiol..

[35] Johnson CS, Kolevski B, Smyth DR (2002). *TRANSPARENT TESTA GLABRA2*, a trichome and seed coat development gene of Arabidopsis, encodes a WRKY transcription factor. Plant Cell..

[36] Jiang W, Yu D (2009). *Arabidopsis WRKY2* transcription factor mediates seed germination and postgermination arrest of development by abscisic acid. BMC Plant Biol..

[37] Ding ZJ, Yan JY, Li GX, Wu ZC, Zhang SQ, Zheng SJ (2014). WRKY41 controls Arabidopsis seed dormancy via direct regulation of *ABI3* transcript levels not downstream of ABA. Plant J..

[38] Jiang Y, Deyholos MK (2006). Comprehensive transcriptional profiling of NaCl-stressed Arabidopsis roots reveals novel classes of responsive genes. BMC Plant Biol..

[39] Chen YF, Li LQ, Xu Q, Kong YH, Wang H, Wu WH (2009). The WRKY6 transcription factor modulates *PHOSPHATE1* expression in response to low Pi stress in *Arabidopsis*. Plant Cell..

[40] Kim KC, Lai Z, Fan B, Chen Z (2008). *Arabidopsis* WRKY38 and WRKY62 transcription factors interact with histone deacetylase 19 in basal defense. Plant Cell..

[41] Lai Z, Vinod K, Zheng Z, Fan B, Chen Z (2008). Roles of *Arabidopsis* WRKY3 and WRKY4 transcription factors in plant responses to pathogens. BMC Plant Biol..

[42] Chen X, Liu J, Lin G, Wang A, Wang Z, Lu G (2013). Overexpression of *AtWRKY28* and *AtWRKY75* in *Arabidopsis* enhances resistance to oxalic acid and *Sclerotinia sclerotiorum*. Plant Cell Rep..

[43] Pandey SP, Roccaro M, Schon M, Logemann E, Somssich IE (2010). Transcriptional reprogramming regulated by WRKY18 and WRKY40 facilitates powdery mildew infection of Arabidopsis. Plant J..

[44] Jammes F, Lecomte P (2005). de Almeida-Engler J, Bitton F, Martin-Magniette ML, Renou JP, Abad P, Favery B. Genome-wide expression profiling of the host response to root-knot nematode infection in Arabidopsis. Plant J..

[45] Grunewald W, Karimi M, Wieczorek K, Van de Cappelle E, Wischnitzki E, Grundler F, Inze D, Beeckman T, Gheysen G (2008). A role for AtWRKY23 in feeding site establishment of plant-parasitic nematodes. Plant Physiol..

[46] Bai Y, Sunarti S, Kissoudis C, Visser RGF, van der Linden CG (2018). The Role of Tomato *WRKY* Genes in Plant Responses to Combined Abiotic and Biotic Stresses. Front Plant Sci..

[47] He Y, Mao S, Gao Y, Zhu L, Wu D, Cui Y, Li J, Qian W (2016). Genome-Wide Identification and Expression Analysis of WRKY Transcription Factors under Multiple Stresses in *Brassica napus*. PLoS One..

[48] Yu Y, Wang N, Hu R, Xiang F (2016). Genome-wide identification of soybean WRKY transcription factors in response to salt stress. Springerplus..

[49] Jimmy JL, Babu S (2015). Role of OsWRKY transcription factors in rice disease resistance. Trop Plant Pathol..

[50] Chen L, Zhao Y, Xu S, Zhang Z, Xu Y, Zhang J, Chong K (2018). OsMADS57 together with OsTB1 coordinates transcription of its target *OsWRKY94* and *D14* to switch its organogenesis to defense for cold adaptation in rice. New Phytol..

[51] Okay S, Derelli E, Unver T (2014). Transcriptome-wide identification of bread wheat WRKY transcription factors in response to drought stress. Mol Genet Genomics..

[52] Huang S, Li R, Zhang Z, Li L, Gu X, Fan W, Lucas WJ, Wang X, Xie B, Ni P (2009). The genome of the cucumber, *Cucumis sativus* L. Nat Genet..

[53] Luan Q, Chen C, Liu M, Li Q, Wang L, Ren Z (2019). *CsWRKY50* mediates defense responses to *Pseudoperonospora cubensis* infection in Cucumis sativus. Plant Sci..

[54] Adhikari BN, Savory EA, Vaillancourt B, Childs KL, Hamilton JP, Day B, Buell CR (2012). Expression profiling of *Cucumis sativus* in response to infection by *Pseudoperonospora cubensis*. PLoS One..

[55] Ling J, Jiang W, Zhang Y, Yu H, Mao Z, Gu X, Huang S, Xie B (2011). Genome-wide analysis of WRKY gene family in *Cucumis sativus*. BMC Genomics..

[56] Li Q, Li H, Huang W, Xu Y, Zhou Q, Wang S, Ruan J, Huang S, Zhang Z. A chromosome-scale genome assembly of cucumber (*Cucumis sativus* L.). Gigascience. 2019;8(6).10.1093/gigascience/giz072PMC658232031216035

[57] Tripathi P, Rabara RC, Langum TJ, Boken AK, Rushton DL, Boomsma DD, Rinerson CI, Rabara J, Reese RN, Chen X (2012). The WRKY transcription factor family in *Brachypodium distachyon*. BMC Genomics..

[58] Ding M, Chen J, Jiang Y, Lin L, Cao Y, Wang M, Zhang Y, Rong J, Ye W (2014). Genome-wide investigation and transcriptome analysis of the *WRKY* gene family in *Gossypium*. Mol Genet Genomics..

[59] Mangelsen E, Kilian J, Berendzen KW, Kolukisaoglu üH, Harter K, Jansson C, Wanke D (2008). Phylogenetic and comparative gene expression analysis of barley (*Hordeum vulgare*) WRKY transcription factor family reveals putatively retained functions between monocots and dicots. BMC Genomics..

[60] Wei Y, Haitao S, Zhiqiang X, Weiwei T, Zehong D, Yan Y, Wenquan W, Wei H, Kaimian L. Genome-Wide Identification and Expression Analysis of the *WRKY* Gene Family in *Cassava*. Front Plant Sci. 2016;7.10.3389/fpls.2016.00025PMC474256026904033

[61] Raja K, Sriram V, Backiyarani S, Uma S, Saraswathi MS, Mayilvaganan M (2016). Evolutionary Expansion of *WRKY* Gene Family in Banana and Its Expression Profile during the Infection of Root Lesion Nematode, *Pratylenchus coffeae*. Plos One..

[62] He H, Dong Q, Shao Y, Jiang H, Xiang Y (2012). Genome-wide survey and characterization of the *WRKY* gene family in *Populus trichocarpa*. Plant Cell Rep..

[63] Huang X, Li K, Xu X, Yao Z, Jin C, Zhang S (2015). Genome-wide analysis of WRKY transcription factors in white pear (*Pyrus bretschneideri*) reveals evolution and patterns under drought stress. BMC Genomics..

[64] Li HL, Zhang LB, Guo D, Li CZ, Peng SQ (2012). Identification and expression profiles of the WRKY transcription factor family in *Ricinus communis*. Gene..

[65] Li D, Liu P, Yu J, Wang L, Dossa K, Zhang Y, Zhou R, Wei X, Zhang X (2017). Genome-wide analysis of *WRKY* gene family in the sesame genome and identification of the *WRKY* genes involved in responses to abiotic stresses. BMC Plant Biol..

[66] Liu QN, Liu Y, Xin Z-Z, Zhang D-Z, Ge B-M, Yang R-P, Wang Z-F, Yang L, Tang B-P, Zhou C-L (2017). Genome-wide identification and characterization of the *WRKY* gene family in potato (*Solanum tuberosum*). Biochem Syst Ecol..

[67] Zhang Y, Feng JC (2014). Identification and Characterization of the Grape WRKY Family. Biomed Res Int..

[68] Hu R, Qi G, Kong Y, Kong D, Gao Q, Zhou G (2010). Comprehensive analysis of NAC domain transcription factor gene family in *Populus trichocarpa*. BMC Plant Biol..

[69] Li Z, Zhang Z, Yan P, Huang S, Lin K (2011). RNA-Seq improves annotation of protein-coding genes in the cucumber genome. BMC Genomics..

[70] Zhu Y, Yin J, Liang Y, Liu J, Jia J (2019). Transcriptomic dynamics provide an insight into the mechanism for silicon-mediated alleviation of salt stress in cucumber plants. Ecotoxicol Environ Saf..

[71] Xu Q, Xu X, Shi Y, Qi X, Chen X (2017). Elucidation of the molecular responses of a cucumber segment substitution line carrying *Pm5.1* and its recurrent parent triggered by powdery mildew by comparative transcriptome profiling. BMC Genomics..

[72] Debona D, Rodrigues FA, Datnoff LE (2017). Silicon's Role in Abiotic and Biotic Plant Stresses. Annu Rev Phytopathol..

[73] Brand LH, Fischer NM, Harter K, Kohlbacher O, Wanke D (2013). Elucidating the evolutionary conserved DNA-binding specificities of WRKY transcription factors by molecular dynamics and in vitro binding assays. Nucleic Acids Res..

[74] Wei KF, Chen J, Chen YF, Wu LJ, Xie DX (2012). Molecular phylogenetic and expression analysis of the complete WRKY transcription factor family in maize. DNA Res..

[75] Xu Z, Sun L, Zhou Y, Yang W, Cheng T, Wang J, Zhang Q (2015). Identification and expression analysis of the SQUAMOSA promoter-binding protein (SBP)-box gene family in *Prunus mume*. Mol Genet Genomics..

[76] Grunewald W, Smet ID, Lewis DR, Löfke C, Beeckman T (2012). Transcription factor WRKY23 assists auxin distribution patterns during *Arabidopsis* root development through local control on flavonol biosynthesis. Proc Natl Acad Sci U S A..

[77] Stetter MG, Benz M, Ludewig U (2017). Increased root hair density by loss of *WRKY6* in *Arabidopsis thaliana*. Peerj..

[78] Ramamoorthy R, Jiang SY, Kumar N, Venkatesh PN, Ramachandran S (2008). A comprehensive transcriptional profiling of the *WRKY* gene family in rice under various abiotic and phytohormone treatments. Plant Cell Physiol..

[79] Scarpeci TE, Zanor MI, Mueller-Roeber B, Valle EM (2013). Overexpression of *AtWRKY30* enhances abiotic stress tolerance during early growth stages in *Arabidopsis thaliana*. Plant Mol Biol..

[80] Liu Q, Li X, Yan S, Yu T, Yang J, Dong J, Zhang S, Zhao J, Yang T, Mao X. OsWRKY67 positively regulates blast and bacteria blight resistance by direct activation of *PR* genes in rice. BMC Plant Biol. 2018;18(1).10.1186/s12870-018-1479-yPMC620403430367631

[81] Muthamilarasan M, Bonthala VS, Khandelwal R, Jaishankar J, Shweta S, Nawaz K, Prasad M (2015). Global analysis of WRKY transcription factor superfamily in Setaria identifies potential candidates involved in abiotic stress signaling. Front Plant Sci..

[82] Wang Y, Tang H, DeBarry JD, Tan X, Li J, Wang X, Lee T-h, Jin H, Marler B, Guo H (2012). *MCScanX*: a toolkit for detection and evolutionary analysis of gene synteny and collinearity. Nucleic Acids Res..

# Supplementary material for: Genome-wide analysis of the WRKY gene family in the cucumber genome and transcriptome-wide identification of WRKY transcription factors that respond to biotic and abiotic stresses
**Source:** BMC Plant Biol. 2020 Sep 25;20:443. doi: 10.1186/s12870-020-02625-8
**Supplement:** Supplementary file 1 — Additional file 1: Figure S1. The WRKY genes we identified mapped on every chromosome according to the current version of cucumber genome (v3.0).

## Slide 1
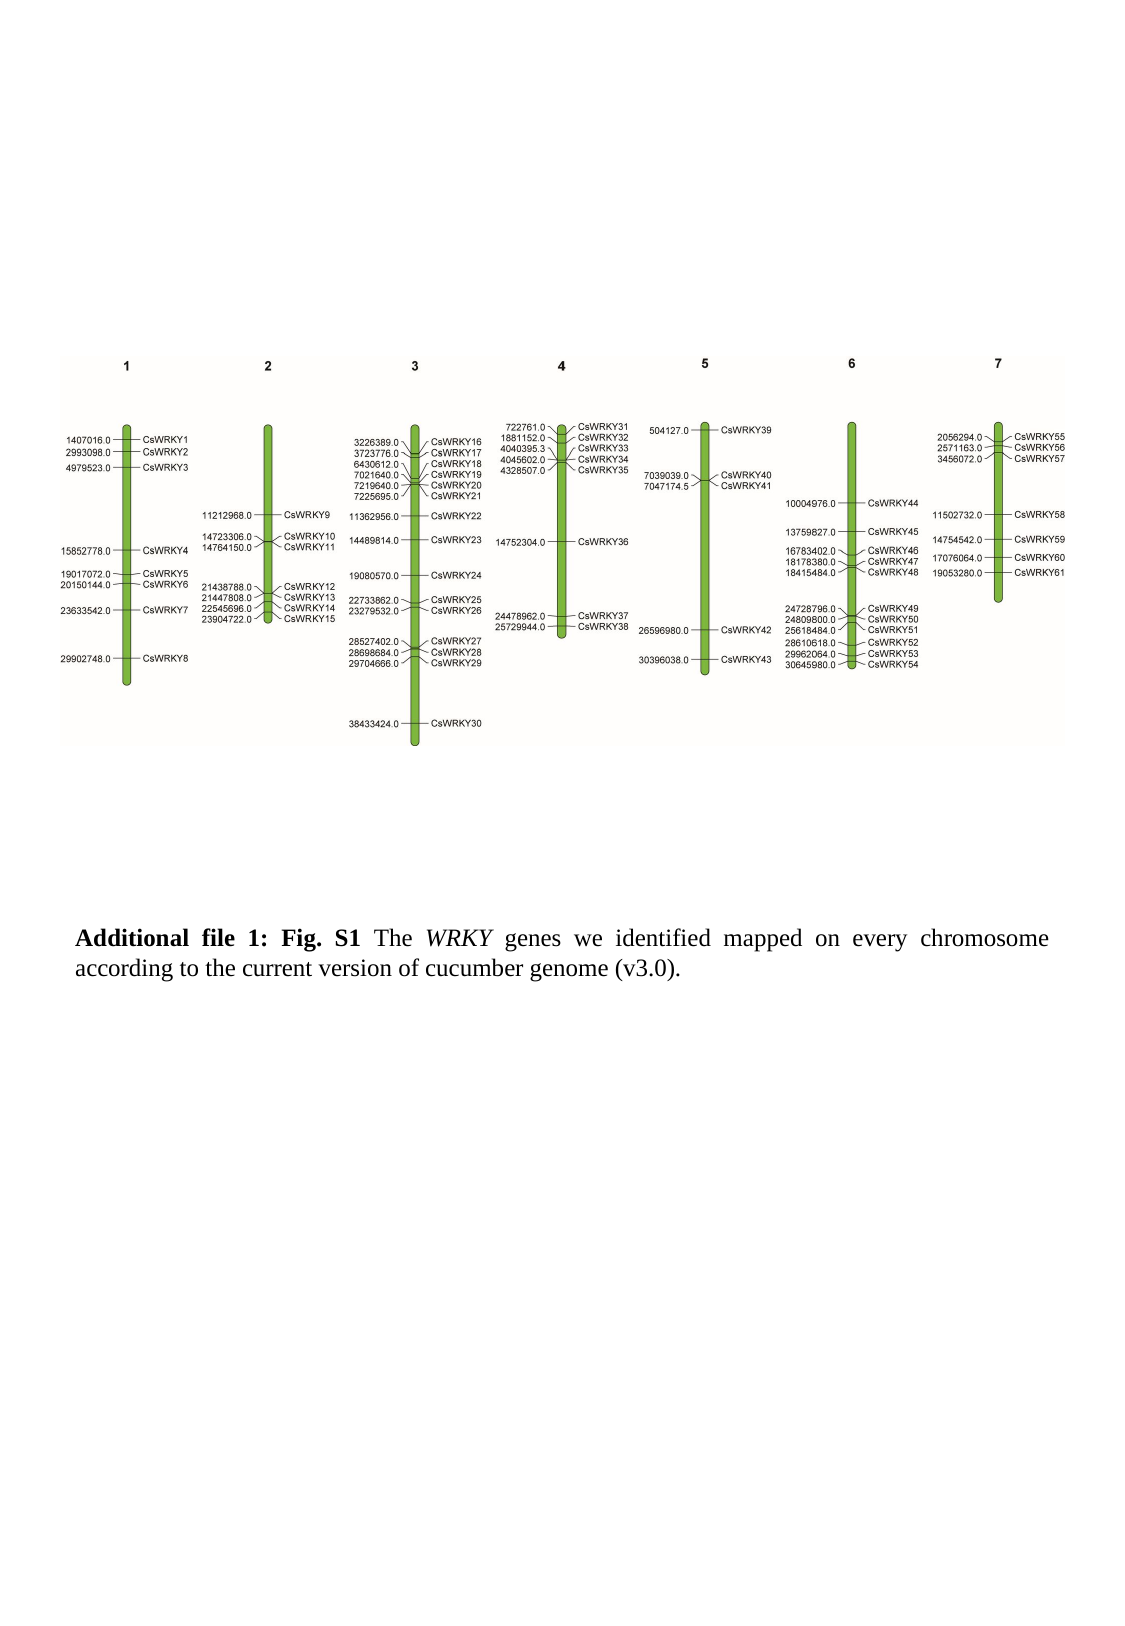

Additional file 1: Fig. S1 The WRKY genes we identified mapped on every chromosome according to the current version of cucumber genome (v3.0).

# Supplementary material for: Genome-wide analysis of the WRKY gene family in the cucumber genome and transcriptome-wide identification of WRKY transcription factors that respond to biotic and abiotic stresses
**Source:** BMC Plant Biol. 2020 Sep 25;20:443. doi: 10.1186/s12870-020-02625-8
**Supplement:** Supplementary file 2 — Additional file 2: Figure S2. The number of WRKY genes mapped on every chromosome according to cucumber genome v1.0 (previous study) and v3.0 (this study).

## Slide 1
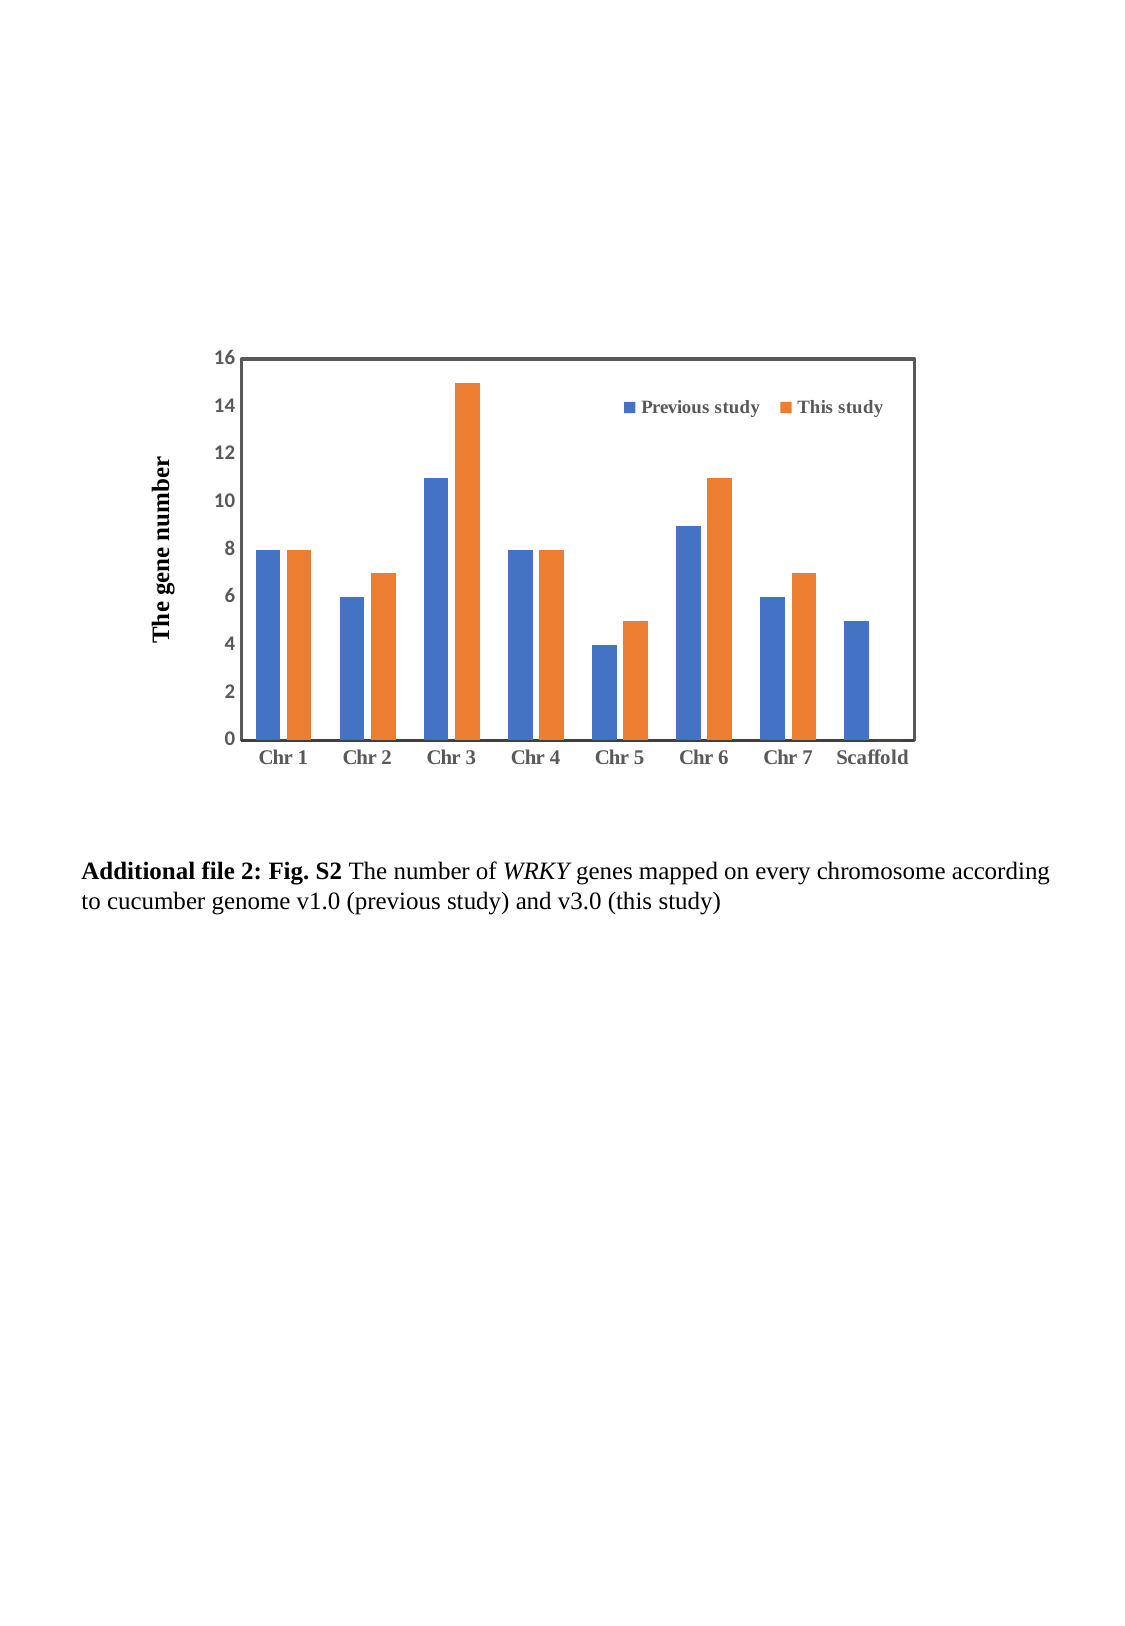

The gene number
### Chart
| Category | Previous study | This study |
|---|---|---|
| Chr 1 | 8.0 | 8.0 |
| Chr 2 | 6.0 | 7.0 |
| Chr 3 | 11.0 | 15.0 |
| Chr 4 | 8.0 | 8.0 |
| Chr 5 | 4.0 | 5.0 |
| Chr 6 | 9.0 | 11.0 |
| Chr 7 | 6.0 | 7.0 |
| Scaffold | 5.0 | 0.0 |Additional file 2: Fig. S2 The number of WRKY genes mapped on every chromosome according to cucumber genome v1.0 (previous study) and v3.0 (this study)

# Supplementary material for: Genome-wide analysis of the WRKY gene family in the cucumber genome and transcriptome-wide identification of WRKY transcription factors that respond to biotic and abiotic stresses
**Source:** BMC Plant Biol. 2020 Sep 25;20:443. doi: 10.1186/s12870-020-02625-8
**Supplement:** Supplementary file 4 — Additional file 4: Table S2. List of WRKY domains sequence derived from cucumber and Arabidopsis.

**Additional file 4: Table S2** List of WRKY domains sequence derived from cucumber and Arabidopsis.

# Supplementary material for: Genome-wide analysis of the WRKY gene family in the cucumber genome and transcriptome-wide identification of WRKY transcription factors that respond to biotic and abiotic stresses
**Source:** BMC Plant Biol. 2020 Sep 25;20:443. doi: 10.1186/s12870-020-02625-8
**Supplement:** Supplementary file 5 — Additional file 5: Table S3. List of WRKY domain sequences of WRKY IIa proteins.

**Additional file 5: Table S3** List of WRKY domain sequences of WRKY IIa proteins.

# Supplementary material for: Genome-wide analysis of the WRKY gene family in the cucumber genome and transcriptome-wide identification of WRKY transcription factors that respond to biotic and abiotic stresses
**Source:** BMC Plant Biol. 2020 Sep 25;20:443. doi: 10.1186/s12870-020-02625-8
**Supplement:** Supplementary file 11 — Additional file 11: Figure S3. Hierarchical clustering of cucumber gene expression profiles under heat treatment. A, Hierarchical cluster of expressed cucumber genes in 9 samples. In the color panels, each transverse line represents a single gene and the color of the line indicates the expression level of the gene relative to the mean center in a specific sample: red, high expression; green, low expression level. B, The hierarchical clustering on the gene expression matrix, using the Pearson correlation coefficient as a proxy of similarity between transcriptomes. HT0h = heat treatment for 0 h (hours), HT3h = heat treatment for 3 h, HT6h = heat treatment for 6 h.

## Slide 1
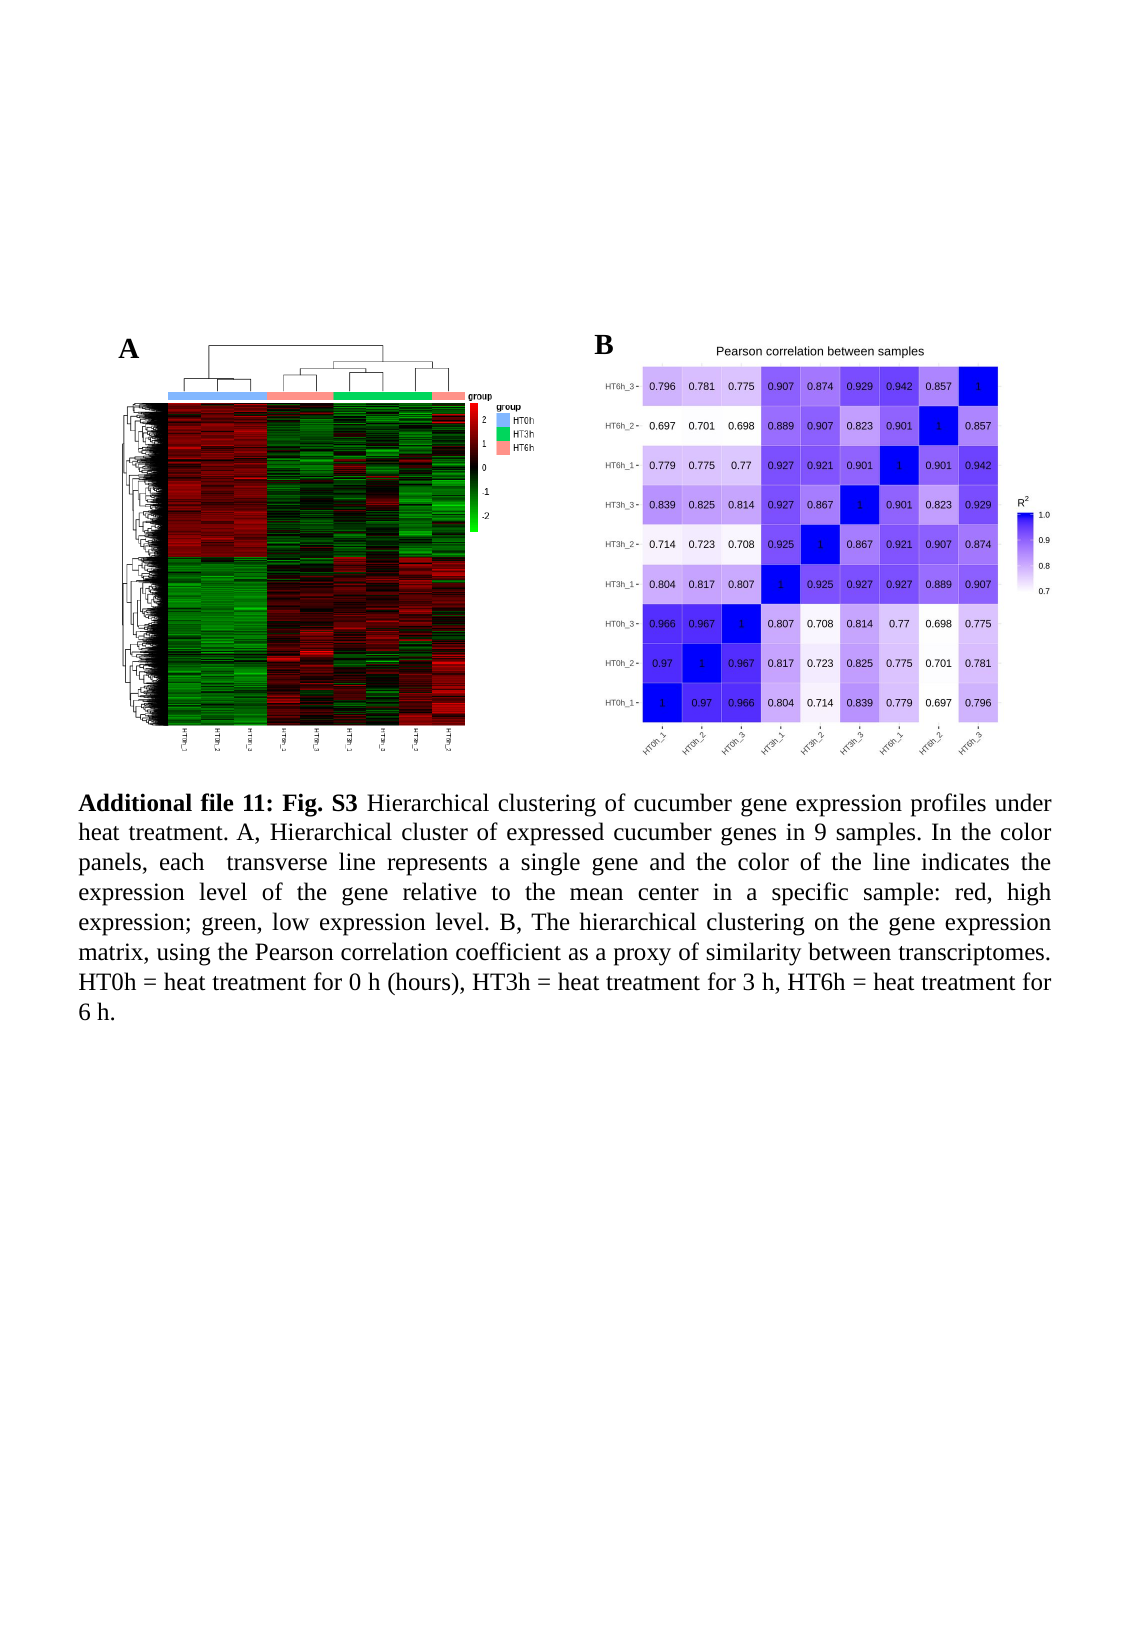

B
A
Additional file 11: Fig. S3 Hierarchical clustering of cucumber gene expression profiles under heat treatment. A, Hierarchical cluster of expressed cucumber genes in 9 samples. In the color panels, each transverse line represents a single gene and the color of the line indicates the expression level of the gene relative to the mean center in a specific sample: red, high expression; green, low expression level. B, The hierarchical clustering on the gene expression matrix, using the Pearson correlation coefficient as a proxy of similarity between transcriptomes. HT0h = heat treatment for 0 h (hours), HT3h = heat treatment for 3 h, HT6h = heat treatment for 6 h.

How the deposited data were processed for this re-analysis (not part of the article)

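RNA-seq libraries from leaves of cucumber seedlings treated at 42 °C were used, 3 at 0 h (HT0h), 3 at 3 h (HT3h) and 3 at 6 h (HT6h). The authors deposited FPKM values, 1 table per library, with the gene length, position, strand, description and transcription factor family of 24880 genes, 24317 of which carry CsaV3 identifiers. The sequence aligner, the counting program, its treatment of fragments shared between similar genes and the strandedness of the libraries are not given in the sources used here. Multiplied by gene length, the FPKM values of each library fall on whole multiples of 1 step, so that fragments per gene were recovered; 100% of the values were whole within 0.02 of a fragment and the largest deviation was 8.8e-05. The depth implied by that step was not the library's total but the geometric mean of the 9 totals times the library's median-of-ratios size factor over all 9 libraries. The factors were 0.924, 0.927 and 0.901 for HT0h, 0.983, 1.10 and 1.05 for HT3h, and 0.993, 1.15 and 1.09 for HT6h. HT3h_2 and HT6h_2 therefore entered the scale of the other libraries.

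The fragments on genes numbered 19596994, 19109367 and 19040644 in HT0h_1 to HT0h_3, 21727781, 22942239 and 18972139 in HT3h_1 to HT3h_3, and 19035674, 22598046 and 18996991 in HT6h_1 to HT6h_3. At these depths 3 fragments over the HT0h libraries correspond to 0.0347 FPKM for a gene such as *CsWRKY50*. Exact (Clopper-Pearson) 95% intervals of fragment ratios and the floor of 3 fragments over a group cover counting error only. The floor covers it in the group with 0 fragments alone. Libraries of a group were compared by a chi-square of their fragments over genes with 10 or more, and the value per degree of freedom lay between 19.5 and 176.9, so that no library was counted as a copy of another.

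The main set was the 7 libraries the paper analysed, without HT3h_2 and HT6h_2, and the calls, fold changes and gene-set tests were repeated over all 9. Leaving out single libraries, scaling per counted fragment, and the tests of the *CsWRKY* calls for depth, gene length and few fragments were run on the 7 libraries and not repeated over all 9. Differential expression was tested with limma 3.58.1 in R 4.3.3 on log2(FPKM + 0.1), with the 3 time points in 1 model without covariates, empirical Bayes moderation with a mean-variance trend and 4 residual degrees of freedom in the 7 libraries. Genes with a mean FPKM of 0.1 or more were tested. A gene was called at a Benjamini-Hochberg adjusted p of 0.05 or less over all genes tested and an absolute log2 fold change of 1 or more, the thresholds the paper gives; the paper's text does not name its test for the heat libraries. The comparisons were 3 h against 0 h, 6 h against 0 h, 6 h against 3 h, and both heated groups together against 0 h. No leaves of 3 h or 6 h without heat are among the samples, so heat and the hour of sampling are confounded. Gene sets were tested with limma's camera at its preset correlation of 0.01, with camera at an estimated correlation and with fry. The sets were the *CsWRKY* family, genes described as heat shock genes, 4 Pfam families of heat shock proteins and heat shock factors singly and joined, and genes with a chlorophyll a/b binding domain. A list of clock genes by words in the descriptions was planned, but its 96 matches were parts of other words, so that no clock list was tested. The similarity of libraries was measured by Pearson's r of log2(FPKM + 1) and by average-linkage clustering.

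The test was run on simulated data drawn from the means and spread of the 7 libraries, with 200 genes changed by a log2 change of 2 at 6 h. The changed genes were picked above a set mean number of fragments, so the shares called do not cover genes with few fragments. In the 7-library design 164 of the 200 genes (82%) were called, all 164 in the right direction, together with 9 unchanged genes among 19364 tested, and none was called at 3 h, where none had been changed. In the 9-library design 175 genes (87.5%) and 8 unchanged genes were called. That design used the spread of the 7 libraries as well, so it leaves out how far HT3h_2 and HT6h_2 lie from their groups.

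The genes named in the text are the *CsWRKY* genes that the paper names or calls under heat, those called here, and at each time the 2 other genes with the largest rise and the 2 with the largest fall among genes called with a mean FPKM of 1 or more and every heated library of the 7 on 1 side of every HT0h library. The FPKM values of the *CsWRKY* genes in Table S8 had been seen beforehand. *CsWRKY* identifiers are those of Table 1 of the paper, and all 61 were present. A RefSeq gene table with 23999 genes matched 0 of the CsaV3 identifiers and was not used for names.

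The alternatives tried were all 9 libraries, limma array weights over them, the replicate number as a block, pseudocounts of 1 and 0.01, no filter, a mean FPKM of 1 or more, only the groups compared, median-of-ratios rescaling, quantile normalization, no mean-variance trend, fold changes from group means, unadjusted p, adjustment over the list alone and leaving out each library in turn. Added after the data had been seen were limma voom on the recovered fragments, scaling per counted fragment in each library, libraries 1 and 2 of each heated group in place of 1 and 3, the Pfam lists of heat shock families and the set of chlorophyll a/b binding genes. Salt, DM and PM samples were not used here. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, statsmodels 0.14.6 and matplotlib 3.10.9 was used for the other steps.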

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

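The tests of a label swap, of depth, of abundant genes and of a stronger response in HT3h_2 and HT6h_2 and of the chlorophyll a/b binding genes were chosen only after the result was seen, as were the Pfam lists of heat shock families and the scaling per counted fragment.

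The paper reports on the *CsWRKY* family alone, while limma called 3544 genes outside it at 3 h and 4311 at 6 h in the 7 libraries. Chance is argued against as the source of the calls of both heated times together against 0 h. Only 1 of 35 splits of the 7 libraries and 1 of 84 splits of the 9, the real one each time, gave as many called genes (4023 and 4428). These are the smallest shares that so many splits can give. For 3 h and for 6 h alone, over all 9 libraries, the real split was again 1 of 10, but 10 splits never give a share under 0.1 and cannot exclude chance. Heat and the hour of sampling cannot be told apart for these genes, because 0 unheated libraries of 3 h or 6 h exist in the design. The size factors of the authors matter for the balance of directions. Per counted fragment in each library, the median log2 fold change of all genes tested shifted to 0.05 at 3 h and 0.19 at 6 h, from -0.02 and 0.00 as deposited.

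Genes outside the family with the largest changes, which the paper does not discuss, were picked by the rule given in the processing summary. At 3 h CsaV3_UNG167280, with a chromo domain, had 0 fragments in the HT0h libraries and 57.6 and 104 FPKM in HT3h_1 and HT3h_3, which is at least 1.17e+03-fold higher (fitted log2 fold change 9.60, which depends on the added 0.1). CsaV3_3G002780, an Hsp20 gene, rose by 9.17 on the log2 scale from 5 fragments to 3742. CsaV3_5G034450 fell from 183 fragments to 0, at least 45.1-fold lower (fitted value -6.06), and CsaV3_7G031310, a core histone gene, changed by -5.94. At 6 h CsaV3_6G006970, with an agglutinin domain, changed by 8.59 and CsaV3_1G035970, without a description, by 8.05. CsaV3_4G009980, with a CCT motif and a B-box zinc finger, changed by -9.41 and CsaV3_6G008360, with a Myb-like DNA-binding domain, by -7.65. All 9 libraries gave 9.99, 9.37, -5.53 and -6.43 at 3 h, and 7.91, 8.19, -9.36 and -7.35 at 6 h, in the same order, each called by limma. HT6h_2 had 32.1 FPKM of CsaV3_6G006970 against 136 and 130 in HT6h_1 and HT6h_3. Each of the 8 remained called when any 1 of the 7 libraries was left out. No explanation was tested for single genes, and the hour of sampling stays open for them as above.

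The heat shock families, a signal in genes the paper does not discuss, had a median log2 fold change of 1.41 at 3 h and 1.31 at 6 h over 62 genes, with 51 and 46 of them higher. Limma's camera gave a Benjamini-Hochberg adjusted p over 8 sets of 9.97e-12 and 4.6e-06, camera with an estimated correlation p of 0.00751 and 0.0245, and fry p of 1.62e-05 and 5.85e-05. All 9 libraries gave medians of 1.55 and 1.21. The Hsp20 family alone had 2.37 and 2.32, Hsp70 1.07 and 1.00, and heat shock factors 0.43 and 0.84. Hsp90, with 6 genes, had 0.83 and 0.30, and at 6 h -0.17 over all 9 libraries, so that its direction there is not settled. At 6 h neither Hsp70 nor Hsp90 passed the correction by limma's camera (Benjamini-Hochberg adjusted p = 0.0827 and 0.468). The planned list of 74 genes described as heat shock genes, 48 of them in the families, had medians of 0.76 and 0.33, with camera p of 1.05e-05 and 0.017, estimated-correlation p of 0.0107 and 0.0708, and fry p of 2.36e-05 and 0.000297. Per counted fragment the estimated-correlation p was 0.0149 and 0.0509 for the families, the latter past 0.05, and 0.124 and 0.363 for the planned list. As the whole cause of the medians of the families the scaling is argued against, since they were 1.48 and 1.51 per counted fragment, against 0.05 and 0.19 for the other genes. A rise at 3 h of 1.41 is consistent with the 42 °C treatment having acted on these leaves, as a hypothesis, and the hour of sampling stays open beside it.

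Chlorophyll a/b binding genes, also outside the paper's analysis, had a median log2 fold change of -1.92 at 6 h, with 20 of 20 genes lower and 9 called. By limma, camera gave a Benjamini-Hochberg adjusted p of 1.86e-05 and fry p = 0.0193, but camera with an estimated correlation gave p = 0.314. At 3 h the median was -0.78, with a camera p of 0.0264 and 0.276 by fry. The libraries differed from the HT0h mean by a median of -0.05 in HT3h_1, -0.45 in HT3h_2 and -1.44 in HT3h_3, and by -1.42, -1.05 and -2.43 in HT6h_1, HT6h_2 and HT6h_3. The authors' scaling is argued against as the cause at 6 h, since the median per counted fragment was -1.73, against 0.19 for all genes. A single discordant library is argued against too, since HT6h_2, the nearest of the 3 to HT0h, still lay at -1.05, below all 3 HT0h libraries (-0.11, 0.11 and -0.01). The gap between HT3h_1 and HT3h_3, both of which the paper kept, was 1.39 as deposited and 1.10 per counted fragment, against a range of 0.22 and 0.26 among the HT0h libraries, which argues against the scaling as the cause of the gap. The fall at 6 h and the hour of sampling cannot be told apart, with 0 unheated libraries at 3 h or 6 h, and an effect of heat on these genes stays open as untested.

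*CsWRKY50* had 297 FPKM in HT6h_2, a library the paper clustered and then left out, against 36.6 and 51.5 in HT6h_1 and HT6h_3. HT3h_2 and HT6h_2 were the heated libraries farthest from HT0h and formed a cluster of their own at 3 clusters. Within its group HT3h_2 stood no further apart than HT3h_3, both having a mean r of 0.966. A swap of these 2 labels is argued against. Over the 39 genes called between 3 h and 6 h, the median position of HT6h_2 was 0.91 on a scale from 0 for the HT3h mean to 1 for the HT6h mean, and that of HT3h_2 was 0.18, with 31 and 9 of the 39 genes nearer to the HT6h mean. The mean r of HT6h_2 with HT6h_1 and HT6h_3 was 0.961 against 0.953 with HT3h_1 and HT3h_3, while for HT3h_2 both were 0.966. Too few fragments are argued against, since HT3h_2 and HT6h_2 had more fragments on genes (22942239 and 22598046) than each of the other libraries. Deeper sequencing is argued against for these 2 libraries. After thinning every library to the smallest total, the mean r of HT3h_2 and HT6h_2 with the HT0h libraries was still 0.901 and 0.896. The other heated libraries then lay between 0.924 and 0.942, and the 3 clusters were the same. Without the 50 genes with the most fragments, HT3h_2 and HT6h_2 had 0.899 and 0.894, against 0.923 to 0.941 in the other heated libraries. The 3 clusters were again the same, which argues against a few abundant genes. A stronger response to heat in these libraries was tested as a hypothesis and stays open. Over the genes called at 6 h, HT3h_2 had a median change of 1.77 in the called direction, against 1.39 in HT3h_1 and 1.31 in HT3h_3, and over the genes called at 3 h HT6h_2 had 1.74 against 1.54 and 1.53. Over 27 Hsp20 genes, however, HT6h_2 had the smallest median difference from the HT0h mean of the 6 heated libraries, 1.904, the next lowest being 2.082 in HT6h_3, while HT3h_2 had 2.381 against 2.254 and 2.241 in HT3h_1 and HT3h_3. HT6h_2 also had the smallest change of chlorophyll a/b binding genes and of CsaV3_6G006970 in its group. A difference between plants or in handling stays open. The labels name no batch, but both libraries carry the replicate number 2, and a batch shared by that number stays open too.

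The change between 3 h and 6 h differed from 0 by limma's test of that difference for 39 genes, among them *CsWRKY12* (6 h minus 3 h, 3.47 on the log2 scale) and *CsWRKY50* (4.51). Over all 9 libraries, with these 2 groups alone in the model, the real split was 1 of 10 to give as many calls, 1 gene, and 10 splits cannot exclude chance. The number moved with most of the processing choices, and 0 genes were called by limma without HT0h_3, without HT6h_1 or without HT6h_3, 2 without HT0h_2, 2 without HT3h_1 and 13 without HT0h_1. *CsWRKY12* lost its call without HT0h_2, HT0h_3, HT3h_1, HT6h_1 or HT6h_3, and *CsWRKY50* lost it without these or HT0h_1. With all 7 libraries, 2380 genes had an unadjusted p of 0.05 or less, and limma voom called 111. Duration of heat and the hour of sampling go together here as well, so that neither was tested apart from the other.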

How the results depend on the processing

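The tests by limma voom on the recovered fragments, the scaling per counted fragment, the exchange of library 3 for library 2 in the heated groups, the Pfam lists of heat shock families and all tests of the chlorophyll a/b binding genes were chosen only after the result was seen. The other choices were made before the data were examined.

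The number of genes called by limma at 3 h (3555) lay between 2785 (pseudocount 1) and 4942 (array weights over all 9 libraries), and that at 6 h (4328) between 3322 (without HT6h_1) and 5317 (array weights), all within 1.5 times. The number called from both times together (4023) lay between 2991 and 5103. All 9 libraries shared 3156 of the 3555 genes and 3712 of the 4328, each in the same direction. Per counted fragment in each library, 68.9% of the calls at 6 h were higher than at 0 h, against 54.9% as deposited, and 61.6% against 54.7% at 3 h, in step with the shift of all genes under that scaling. Leaving out 1 library of a pair assumes that the single library left varies like the other groups.

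The number of genes called between 3 h and 6 h (39) was the least stable. It was 73 with all 9 libraries, 546 with array weights, 115 with a pseudocount of 1, 20 with 0.01, 16 without a filter, 1086 at an unadjusted p, 111 and 74 by limma voom with 7 and 9 libraries, 59 per counted fragment and 18 with libraries 1 and 2. It was 0 with only the compared groups in the model, and between 0 and 31 with each library left out. The 0 counts came without HT0h_3, HT6h_1 or HT6h_3, and the count was 2 without HT0h_2 or HT3h_1, 13 without HT0h_1 and 31 without HT3h_3. Beside these counts of 0 by limma, 2380 genes had an unadjusted p of 0.05 or less in the 7 libraries. Of the 39 genes, 24 were called with all 9 libraries and 38 with array weights. The cause was not tested.

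Of the *CsWRKY* genes, 11 were called at 3 h, and this became 17 with array weights and 6 with a pseudocount of 1, with a range of 8 to 11 when each library was left out. The 17 called at 6 h became 11 with a mean FPKM of 1 or more, where fewer genes were tested by construction. They ranged from 10, without HT6h_1, to 18 with each library left out. The 20 called at either time became 13 with that filter and 26 with array weights, and ranged from 14 to 23 with each library left out. The 2 called between 3 h and 6 h became 11 adjusted over the list alone, 10 with array weights, 7 with a pseudocount of 1, 1 with 0.01, 1 without a filter, 12 at an unadjusted p, 5 by limma voom with 7 and also with 9 libraries, 0 with only the compared groups and 0 with libraries 1 and 2. Their range with each library left out was 0 to 2, with 0 without HT0h_3, HT3h_1, HT6h_1 or HT6h_3 and 1 without HT0h_2. None of the 10 genes the paper lists as affected by mildew alone was called by limma, but 2 were with array weights, 1 without the mean-variance trend and 1 at an unadjusted p, and limma voom called 0. Of the 12 genes it lists without any response, 0 were called by limma, by voom and at an unadjusted p, with a range of 0 to 1 over the libraries left out, 1 without HT3h_1 and 1 without HT3h_3. For each of these the cause was not tested, apart from the number of genes tested under the stricter filter.

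The number of *CsWRKY* genes of equal sign at 3 h and 6 h (44) lay between 31, among the fewer genes with a mean FPKM of 1 or more, and 44. The mean r within groups (0.975) was 0.947 over genes with a mean FPKM of 1 or more, where genes near 0 in every library no longer count, and stayed within the spread under the other measures. The set test of the *CsWRKY* genes at 6 h kept its direction and its side of 0.05 with all 9 libraries and with a pseudocount of 1, but not with an estimated correlation (p = 0.123 in the 7 libraries and 0.317 in the 9). For the planned list of heat shock genes, camera with an estimated correlation gave p = 0.0107 at 3 h and 0.0708 at 6 h as deposited, and 0.124 and 0.363 per counted fragment. For the heat shock families these were 0.00751 and 0.0245, and 0.0149 and 0.0509. For the 20 chlorophyll a/b binding genes at 3 h, limma's camera gave 0.0264 and limma's fry 0.276, on the 2 sides of 0.05. The cause was not tested. The permutation p of the duplicated pairs was above 0.05 under every setting tried.

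For the *CsWRKY* genes and times called in the paper or here, 33 in all without *CsWRKY35* at 6 h, which was not tested in the 7 libraries, 482 values came from the planned settings, 434 of them on the same side of the call, 29 losing and 19 gaining it. With libraries left out, 195 of 229 kept their side, 30 lost and 4 gained the call, and under the settings added later 114 of 132 did, with 10 lost and 8 gained. None was called in the opposite direction. All 198 values of the 8 genes named outside the family kept their direction and their call.

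The replicate numbers were checked for pairing. The deviations of libraries with the same number from their group means correlated between -0.28 and 0.61. Between HT3h and HT6h this was 0.00 for number 1, 0.40 for number 2 and 0.61 for number 3, against -0.50 to 0.14 for libraries of different numbers. Not every correlation of the same number was above 0.1, so the numbers were not taken to pair the libraries, but something shared by numbers 2 and 3 of the heated groups is not excluded. In the 7 libraries HT0h_2 is the only library with number 2, so a block by number fits it alone and sets it aside. The log2 fold change of *CsWRKY27* at 3 h was -1.86 with that block and also without HT0h_2. With the replicate number as a block in the 7 libraries, 6 *CsWRKY* genes were called at 3 h and 0 between 3 h and 6 h. Of all genes, 0 were called between 3 h and 6 h. Over all 9 libraries these were 13, 3 and 39. *CsWRKY27* was called at 3 h with the block in the 7 libraries and not with that in the 9. At 6 h, 14 *CsWRKY* genes were called with the block in the 7 libraries and 17 with that in the 9. The block in the 7 libraries lost the calls of *CsWRKY12*, *CsWRKY33*, *CsWRKY37*, *CsWRKY41*, *CsWRKY47* and *CsWRKY57* at 3 h. At 6 h it lost those of *CsWRKY14*, *CsWRKY32*, *CsWRKY36* and *CsWRKY56*. The block in the 9 libraries kept each of these calls apart from that of *CsWRKY36*, and lost that of *CsWRKY57* at 6 h. In the 7 libraries the block sets HT0h_2 aside and leaves fewer residual degrees of freedom, so its lost calls do not speak for pairing. No other cause was tested.

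Depth limits genes with few fragments. *CsWRKY35* had 4 fragments over the HT0h libraries and *CsWRKY47* 4, so that their ratios carry intervals of several fold, and *CsWRKY32* had 0. A model of only the compared groups was not run for both heated groups together, which already uses all libraries. Of the tests made for counts, limma voom was run on the recovered fragments. The exchange of count tools planned for files of counts was not run, the deposited values being FPKM. GC content was not tested for want of a sequence of the genome build used, and fragments shared between similar genes were not tested because the counting method is not given in the sources used here.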

Differences from the paper's values

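The exchange of library 3 for library 2, limma voom and the scaling per counted fragment named here were chosen only after the result was seen.

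In Fig. S3B the squared correlation of libraries was lower than here for 4 pairs that hold HT3h_2 or HT6h_2. The paper's value for HT3h_2 and HT3h_3 is about 0.87 in Fig. S3B, read by eye, and the value here is 0.914. For HT6h_1 and HT6h_2 the paper's value is about 0.90 and that here 0.937, for HT6h_2 and HT6h_3 about 0.86 and 0.91, and for HT3h_2 and HT6h_2 about 0.91 and 0.94. Of the alternatives set before the data were examined, none brought any of the 4 pairs within the spread of the paper's value. Squared Pearson's r, Spearman's rho and a pseudocount of 0.1 stayed above it, and genes with a mean FPKM of 1 or more gave lower values, 0.815, 0.864, 0.802 and 0.875. The legend of Fig. S3 names the Pearson correlation coefficient, and the scale in the figure is its square.

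The number of *CsWRKY* genes called at 3 h or 6 h is 21 in the paper and 20 here, 19 of them shared, which is within 1.5 times. Of the log2 values printed in Fig. 8b, 31 of 33 lay within 0.06 of the log2 ratio of the group means here. *CsWRKY35* at 6 h is about 2.3 in Fig. 8b, read by eye, and 2.62 here, and *CsWRKY32* at 6 h is about 5.5 there, where its 0 fragments at 0 h allow only a bound of at least 10.1-fold (3.34 on the log2 scale).

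Single calls differ. The paper shows *CsWRKY9*, *CsWRKY14* and *CsWRKY56* as changed at 3 h, where they were not called here (log2 fold changes -1.32, 1.44 and 1.25; limma with Benjamini-Hochberg adjustment, adjusted p = 0.0975, 0.0996 and 0.331), and *CsWRKY9*, *CsWRKY33* and *CsWRKY35* at 6 h (-1.29 and 1.46 for the first pair; limma, adjusted p = 0.095 and 0.0521; *CsWRKY35* was below the filter). *CsWRKY36* was called at 6 h here (-2.06; limma, adjusted p = 0.0365) and is not among the genes of Fig. 8b. Its call was lost without HT0h_1, HT0h_2, HT0h_3 or HT6h_3, the value ranging from -3.01 to -1.12 with each library left out.

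Settings that call these genes follow. *CsWRKY9* at 3 h was called with all 9 libraries, with array weights, with the replicate block over 9 libraries, without HT3h_3 and at an unadjusted p. *CsWRKY14* at 3 h was called with all 9 libraries, with array weights and at an unadjusted p, and *CsWRKY56* at 3 h under none. *CsWRKY9* at 6 h was called with array weights, with only the compared groups, after quantile normalization, without HT3h_1 or HT3h_3 and at an unadjusted p. *CsWRKY33* at 6 h was called when adjusted over the list alone, with all 9 libraries, with array weights, with the block over 9 libraries, without a filter, after median-of-ratios rescaling, without the mean-variance trend, without HT6h_3 and at an unadjusted p. *CsWRKY35* at 6 h was called with array weights (log2 fold change 1.40, limma, adjusted p = 0.0344, with 0.0344 to 0.179 over the settings that tested it). Array weights called all 21 genes of the paper at 3 h or 6 h, and 5 others.

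The exchange of library 3 for library 2, chosen after seeing the values, called *CsWRKY9* at both times, *CsWRKY14* at 3 h, and *CsWRKY33* and *CsWRKY35* at 6 h, and dropped 2 of the genes the paper shows as changed at 3 h, 1 of those at 6 h and 1 of those at either time. Limma voom over 9 libraries, also chosen after seeing the values, called *CsWRKY9* at both times and *CsWRKY33* at 6 h, and dropped 5, 3 and 3. Scaling per counted fragment, chosen after seeing the values, called *CsWRKY33* at 6 h and dropped 3, 2 and 2.

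The paper's count at 3 h, about 14 in Fig. 8b, read by eye, was reached with all 9 libraries, which shared 13 genes with the paper (11 genes in the 7). Its count at 6 h, about 19 in Fig. 8b, read by eye, was reached after median-of-ratios rescaling and at an unadjusted p, which shared 17 and 18 genes with it, and, as settings chosen after seeing the values, per counted fragment and with libraries 1 and 2, which dropped 2 and 1 of the paper's genes at 6 h. Its 21 at either time were matched as a count, but not as the same genes, by 6 settings. Without a filter, after median-of-ratios rescaling and without HT3h_3, 19 genes were shared with the paper, with only the compared groups and after quantile normalization 20, and without the mean-variance trend 18, the rest being other genes. The count was also reached, chosen after seeing the values, per counted fragment, which dropped 2 of the 21.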

Other observations

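Every test in this part was set before its result was seen, apart from the scaling per counted fragment as a count of calls and the comparison of library totals, which were chosen only after the result was seen.

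The *CsWRKY* genes called at 6 h were tested against technical explanations. The totals of fragments in the HT0h and HT6h libraries of the 7 lay within 1.032 times of each other, which argues against a difference in library depth between these groups. Thinning to the smallest total, the test set beforehand, therefore removes little from these libraries and decides nothing. After the trend of the fold change on gene length was removed, 18 were called, which argues against gene length. Per counted fragment in each library, 19 were called, which argues against the authors' scaling. The hour of sampling and heat cannot be told apart for these genes, because 0 unheated libraries at 3 h or 6 h are in the design. An effect of heat stays open with it.

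The genes that Fig. 8b calls at a time and limma did not call here (*CsWRKY9*, *CsWRKY14*, *CsWRKY33*, *CsWRKY35* and *CsWRKY56*) had a median of mean FPKM of 0.603, against 6.45 for the 16 genes called by both at each time. Their mean log2 FPKM was lower (exact permutation test, one-sided p = 0.00265), so few fragments per library may be part of why they were not called here. The comparison with the 16 genes includes genes chosen for being called, which tends to favour higher FPKM.

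As a hypothesis of its own, segmentally duplicated *CsWRKY* genes (Table S5) were tested for alike responses to heat. Over the 9 pairs of 14 with both genes tested, the mean absolute difference of log2 fold change was 0.77 at 3 h and 1.44 at 6 h, against permuted means of 1.23 and 1.98. With 100000 permutations the one-sided p was 0.0563 at 3 h and 0.173 at 6 h, so neither time shows a likeness beyond chance at this number of pairs. All 9 libraries, with 10 pairs, gave 0.0765 and 0.142. Of the 9 pairs, 7 had the same sign at each time, and both genes were called in 2 pairs at each time. Fragments shared between similar genes would make pairs alike, and were not tested.

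HT3h_2 and HT6h_2 were the heated libraries farthest from HT0h and were set apart from the other 4 at 3 clusters. HT3h_2 and HT3h_3 had the same mean r with their group to 3 digits, and limma's array weights were 0.366 for HT3h_2, 0.403 for HT3h_3, 0.299 for HT6h_2 and 0.684 for HT6h_3, against 2.571 and 2.661 for HT3h_1 and HT6h_1.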
